# Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues

**DOI:** 10.1038/s41467-021-27781-9

**Published:** 2022-01-12

**Authors:** Sarah E. Williams, Maxence Noel, Sylvain Lehoux, Murat Cetinbas, Ramnik J. Xavier, Ruslan I. Sadreyev, Edward M. Scolnick, Jordan W. Smoller, Richard D. Cummings, Robert G. Mealer

**Keywords:** Glycobiology, Molecular neuroscience, Glycomics

## Abstract

Glycosylation is essential to brain development and function, but prior studies have often been limited to a single analytical technique and excluded region- and sex-specific analyses. Here, using several methodologies, we analyze Asn-linked and Ser/Thr/Tyr-linked protein glycosylation between brain regions and sexes in mice. Brain N-glycans are less complex in sequence and variety compared to other tissues, consisting predominantly of high-mannose and fucosylated/bisected structures. Most brain O-glycans are unbranched, sialylated O-GalNAc and O-mannose structures. A consistent pattern is observed between regions, and sex differences are minimal compared to those in plasma. Brain glycans correlate with RNA expression of their synthetic enzymes, and analysis of glycosylation genes in humans show a global downregulation in the brain compared to other tissues. We hypothesize that this restricted repertoire of protein glycans arises from their tight regulation in the brain. These results provide a roadmap for future studies of glycosylation in neurodevelopment and disease.

## Abstract (web summary)

Protein glycosylation is critical in brain development and disease. Here, the authors characterize brain glycans in detail, showing that they are simpler and more homogenous than glycans from other tissues and providing a basis for future studies of brain glycosylation.

## Introduction

Glycosylation regulates nearly all cellular processes and is particularly important in the development and function of the nervous system^1,2^. Glycans have been shown to influence neurite outgrowth^3^, axon guidance^4^, synaptogenesis^5^, membrane excitability^6–9^, and neurotransmission^10,11^ by modulating the structure, stability, localization, and interaction properties of numerous neuronal proteins. Glycans may consist of a single monosaccharide or can be extended into elaborate sugar oligo/polysaccharides^12^. These structures are covalently attached to lipids or certain amino acids of proteins, which designates protein glycans as either N-glycans or O-glycans. Over 300 enzymes work in an elaborate assembly line to generate, attach, and modify these carbohydrate polymers, creating an immense diversity of glycan structures^2,13,14^.

Despite its complexity, glycosylation is highly regulated; mutations in a single glyco-gene can lead to profound clinical syndromes, collectively termed congenital disorders of glycosylation (CDGs)^15^. The majority of CDGs present with neurologic symptoms including intellectual disability, seizures, and structural abnormalities, illustrating the particular importance of glycosylation in the brain^16^. Fine-tuning of the glycosylation pathway can also affect neurophysiology and behavior, as illustrated by the association of several glycosylation enzymes with complex human phenotypes such as schizophrenia^17,18^ and intelligence^19,20^.

Prior studies of brain glycosylation have typically focused on a single gene, pathway, epitope, or carrier of interest, providing insight into the roles of specific modifications. Glycolipids have been studied extensively, as they comprise the majority of glycan mass in the brain and are crucial for axon myelination, neuronal survival, and regeneration^21–23^. Proteoglycans, composed of a core protein modified by various glycosaminoglycan (GAG) chains, have also been a focus, and are known to be temporally and spatially regulated throughout brain development, serving as guidance cues during cell migration and axon pathfinding^24–26^. Less attention has been paid to N- and O-linked protein glycosylation, with a few studies showing the importance of particular modifications such as the Lewis X antigen (Le^X^)^3,27–29^, human natural killer antigen (HNK-1)^30,31^, polysialic acid^32,33^, bisecting GlcNAc^34,35^, and O-mannosylation^36–38^.

Systematic approaches to capture the diversity of all protein glycans in the brain have been attempted using glycomic analysis^37,39–44^, glycoproteomics^45–48^, microarrays^49^, western blotting^50^, and MALDI-Imaging techniques^51,52^. While the majority of these have produced complementary results, they tend to be individually limited by sample size, regional specificity, a single sex, or the technical constraints of a single method. For a more complete picture of brain protein glycosylation, we analyzed the frontal cortex, hippocampus, striatum, and cerebellum of male and female C57BL/6 mice using multiple validated techniques, and present a comprehensive portrait of N- and O-glycosylation in the brain characterized by a surprisingly restricted set of glycans and overall downregulation of the pathway.

## Results

### Protein N-glycosylation shows a unique but consistent pattern across brain regions

We analyzed protein glycosylation across multiple brain regions in parallel using MALDI-TOF mass spectrometry (MS), tandem mass spectrometry (MS/MS), lectin western blotting, and RNA sequencing, with a goal of four samples per group for quantitative studies (Fig. 1A). In male mice and a commercially available human sample, the permethylated N-glycome of cortex contains a predominance of low molecular weight N-glycans (<2500 *m/z*), in striking contrast to other well studied tissues such as plasma, which are dominated by larger (>2500 *m/z*) structures (Fig. 1B). Representative MALDI spectra from the cortex, hippocampus, striatum, and cerebellum show a similar pattern of N-glycans across each brain region (Fig. 2A). Overall, 95 unique N-glycan masses above our signal/noise cutoff were annotated across the four regions (Supplementary Data 1). Masses corresponding to multiple glycan isomers (shown in brackets), were analyzed by MS/MS as described below to confirm that each distinct isomer shown contributed to the observed signal. Most tissue N-glycomes are dominated by complex, branched N-glycans terminating with galactose and sialic acid. In contrast, the bulk of the brain N-glycome was comprised of high-mannose structures containing the two core GlcNAc and five to nine mannose residues (Fig. 2B), which are often considered proximal precursors along the synthetic pathway and found at low abundance in most tissues^53^. Five of the top 10 most abundant N-glycans in the brain were high-mannose structures, including the most abundant, Man_5_GlcNAc_2_ (Man-5), which comprised nearly half of the total glycan signal in the brain (Fig. 2B).

**Fig. 1:**
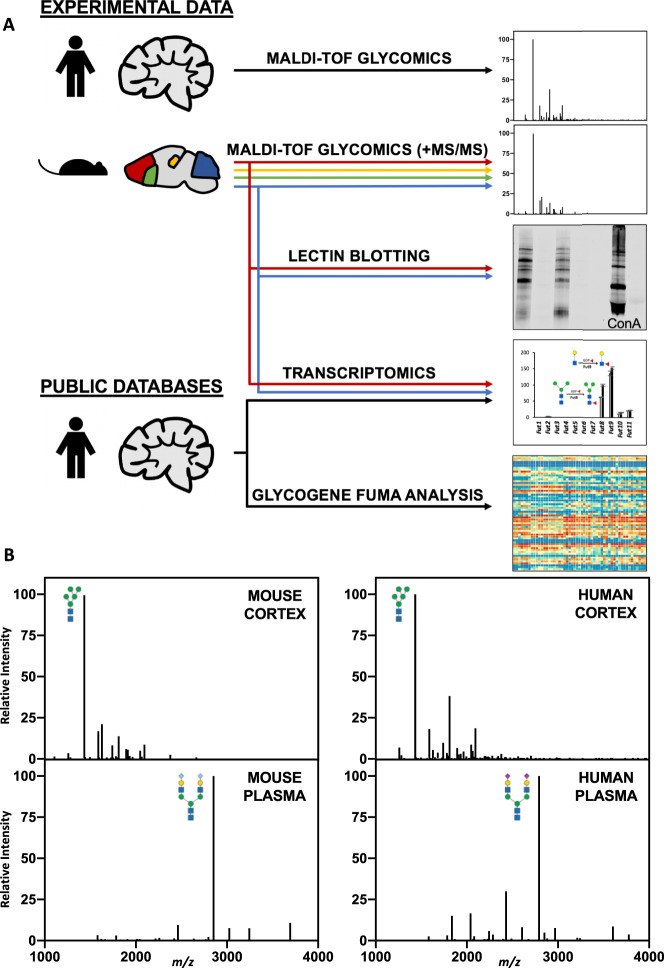
The brain N-glycome was distinct in its restricted glycan repertoire. **A** Schematic of workflow analyzing the brain glycome in human and mouse samples. **B** Representative MALDI MS data of permethylated N-glycans from mouse and human cortex showed a predominance of low-molecular-weight structures, both with a major peak of Man-5 at *m/z*: 1579. In contrast, N-glycans from mouse and human plasma have a primary peak of A2G2S2 (*m/z*: mouse 2852, human 2792) and more complex and high-molecular-weight structures.

**Fig. 2:**
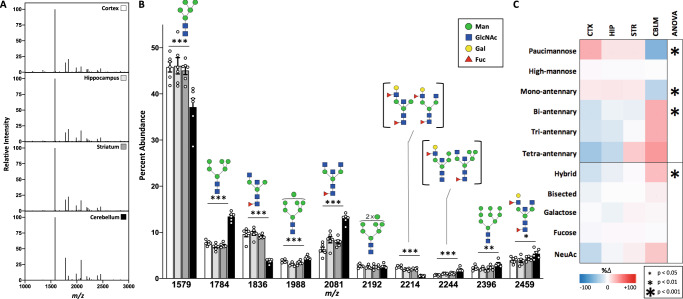
Protein N-glycomics revealed an abundance of high-mannose and fucosylated/bisected structures across the mouse brain. **A** Representative MALDI spectra of protein N-glycans isolated from four brain regions show a similar overall pattern. **B** The 10 most abundant N-glycan masses differ between brain regions (*n* = 6 per region, male mice). Data presented as mean percent abundance +/− SEM for the 10 most abundant N-glycan masses averaged across regions. Corresponding glycan structures are presented above each peak, with distinct isomers corresponding to the same mass shown in brackets. For single-factor ANOVA calculations, *df* = (3,20), F_crit_ = 3.098, *p* values *<0.05, **<0.01, and ***<0.001. **C**) Categorical analysis of N-glycans demonstrates greater abundance of complex structures in the cerebellum, with a heat map showing percent change from the average of four regions. CTX cortex, HIP hippocampus, STR striatum, CBLM cerebellum. Source data are provided as a Source Data file.

For further analysis, individual glycans were categorized by monosaccharide composition or shared structural characteristics such as branching (Supplementary Note 1, Supplementary Data 2), and the abundance of these groups were compared between regions. Consistently across the brain, N-glycans were predominantly high-mannose (~60%), fucosylated (~35%), and bisected (~30%) structures (Table 1). We noted a low abundance of galactose containing N-glycans (10–15%) and an even smaller amount containing sialic acid (1–3%). Of the few sialylated N-glycans detected in the brain, all were modified by the N-acetylneuraminic acid (NeuAc) form of the sugar and not the N-glycolylneuraminic acid (NeuGc), consistent with prior studies and the lack of expression of the enzyme which converts NeuAc to NeuGc in the brain^54^. Further, the lack of NeuGc detected in the brain supports minimal contribution from blood to the observed signal, given that the dominant N-glycans in murine blood are disialylated NeuGc structures^54,55^.

**Table 1:** Brain N-glycans.

Glycan Category	Cortex	Hippocampus	Striatum	Cerebellum	F-value	p-value
Paucimannose	3.1 ± 0.2	2.6 ± 0.3	2.6 ± 0.3	1.2 ± 0.1	**13.23**	**0.00005**
High-mannose	62.6 ± 1.3	60.8 ± 1.8	60.8 ± 0.6	61.1 ± 1.8	0.32	0.81
Mono-antennary	19.0 ± 0.8	19.2 ± 0.7	18.9 ± 0.4	13.0 ± 0.6	**23.39**	**0.000001**
Bi-antennary	13.6 ± 0.9	15.5 ± 1.2	15.4 ± 0.3	21.7 ± 0.9	**15.68**	**0.00002**
Tri-antennary	1.7 ± 0.2	1.7 ± 0.3	1.9 ± 0.2	2.6 ± 0.4	2.46	0.09
Tetra-antennary	0.14 ± 0.04	0.18 ± 0.05	0.28 ± 0.07	0.32 ± 0.08	1.69	0.2
Hybrid	5.5 ± 0.2	6.3 ± 0.2	6.7 ± 0.4	8.3 ± 0.4	**13.34**	**0.00005**
Bisected	30.3 ± 1.1	32.1 ± 1.5	32.3 ± 0.5	34.4 ± 1.5	1.31	0.3
Galactose	13.5 ± 0.6	12.8 ± 1.2	14.1 ± 0.6	14.1 ± 1.3	0.4	0.76
Fucose	34.7 ± 1.3	36.2 ± 1.9	36.3 ± 0.6	35.3 ± 1.8	0.29	0.83
NeuAc	1.9 ± 0.5	2.3 ± 0.5	2.5 ± 0.6	2.9 ± 0.3	0.8	0.51
NeuGc	0	0	0	0	–	–

Categorical analysis of N-glycans highlighted regional differences in the brain. Data from male mice, presented as mean percent abundance +/− SEM for each category. Significant F- and *p*-values are indicated in bold, *df* = (3,20), *F*_crit_ = 3.098, *n* = 6 per region. Source data are provided as a Source Data file.

The cerebellum was the most unique of the four brain regions analyzed. Nine of the top 10 most abundant N-glycans differed between the cerebellum and other regions, including the most abundant N-glycan, Man-5 (Fig. 2B). The cerebellum also displayed significantly less paucimannose and mono-antennary structures, and a greater abundance of complex, multi-antennary, and hybrid glycans (Table 1, Fig. 2C). The cortex and hippocampus appeared most similar in their composition of N-glycans, and the trend toward less complex and branched structures compared to the cerebellum (Table 1, Fig. 2C). Tandem MS data confirming our structural assignments of the most abundant N-glycans, as well as a description of the classification of different glycan categories, is included in the supplementary material (Supplementary Note 2, Supplementary Fig. 1).

### Endo H treatment confirms the predominance of high-mannose and hybrid N-glycans in the brain

Given the surprising abundance of high-mannose N-glycans identified in the brain by MALDI-MS, we sought to further confirm this observation using an enzyme that cleaves only high-mannose and hybrid structures, known as endoglycosidase H (Endo H). The intensity of individual N-glycans isolated from the cortex using PNGase F (Fig. 3A) was compared to those isolated by Endo H (Fig. 3B) and those from a subsequent PNGase F digestion following Endo H treatment (Fig. 3C). This allowed for the discrimination of structures that are Endo H sensitive, such as high-mannose and hybrid species, and those that are Endo H insensitive, such as paucimannose and complex N-glycans. Of note, PNGase F and Endo H have a different cleavage site on N-glycans, which results in a difference of one GlcNAc residue between the two digestions and prevents the discernment of structures with and without a core fucose following Endo H treatment. As such, we focused our comparison on the abundance of PNGase F-released glycans before and after Endo H treatment (Fig. 3A vs Fig. 3C) to determine Endo H sensitivity of each parent peak.

**Fig. 3:**
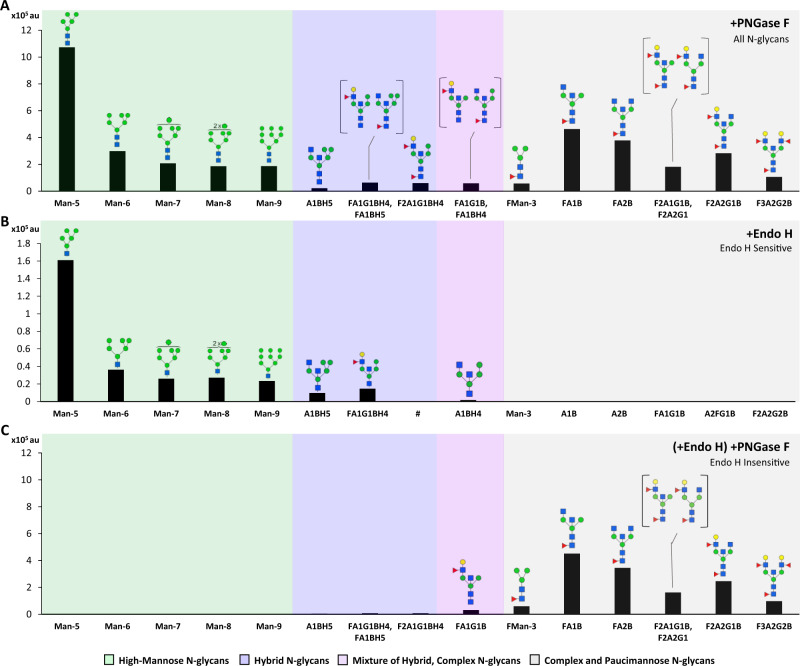
Endo H treatment distinguished high-mannose and hybrid structures from complex and paucimannose N-glycans. The intensity of the 15 most abundant N-glycan masses from a representative male mouse cortex sample is shown after treatment with different glycosidases, grouped by high-mannose (green), hybrid (blue), mixed (pink), or complex and paucimannose structures (gray), with glycan names shown below (F - fucose; G - galactose; S - sialic acid; A - antenna; B - bisected; and H - hybrid). The *y*-axis (arbitrary units; au) represents the signal intensity (arbitrary units; au) for each mass measured directly from the MALDI without normalization and scaled such that Man-5 (**A** and **B**) and FA1B (**A** and **C**) were equal for visual comparison. Distinct isomers corresponding to the same mass are shown in brackets. **A** Treatment with PNGase F removed all N-glycans. **B** Treatment with Endo H removed only high-mannose and hybrid N-glycans. A placeholder (#) is included because the Endo H fragment corresponding to F2A1G1BH4 is indistinguishable from that of the same glycan without a core fucose (F1A1G1BH4), due to Endo H cleavage between the two core GlcNAc residues and proximal to the core fucose. This results in only one structure present in the +Endo H spectra corresponding to two unique parent glycans. **C**) PNGase F treatment after Endo H removed complex and paucimannose N-glycans, which were insensitive to Endo H treatment.

Endo H effectively removed 100% of the high-mannose structures present on glycoproteins in the cortex, as none were detected after subsequent PNGase F treatment (Fig. 3C). Structures corresponding to Man-5-9 were detected in the Endo H spectra, further supporting this conclusion (Fig. 3B). On the contrary, known complex and paucimannose N-glycans were not sensitive to Endo H treatment; these glycans were present at the same relative intensity after the secondary PNGase F treatment (Fig. 3C), and no structures corresponding to these glycans were detected in the Endo H spectra (Fig. 3B).

Several of the top 15 N-glycan masses identified in the brain had potentially ambiguous structures, as their composition of monosaccharides could form either a hybrid or complex N-glycan. For example, the MS peak at *m/z:* 2070 (HexNAc4Hex5) could represent a common plasma N-glycan with two antenna and two terminal galactose residues (A2G2), or a bisected hybrid glycan lacking terminal galactose (A1BH5). Endo H digestion revealed that the N-glycan at *m/z:* 2070 is predominantly the hybrid species A1BH5, as its corresponding mass was detected in the Endo H MALDI spectra (Fig. 3B) with minimal signal in the PNGase F spectra after Endo H treatment (Fig. 3C). In contrast, another potentially ambiguous glycan (*m/z:* 2214, denoted as F2A2G1, F2A1G1B) was completely insensitive to Endo H digestion, indicating that glycans at this mass do not include a hybrid species, which was further supported by our MS/MS results (Supplementary Fig. 1).

In a third unique case, the peak at *m/z:* 2040 was partially Endo H sensitive, indicating a mixture of hybrid and non-hybrid glycans present at this mass. The structure corresponding to the parent hybrid glycan FA1BH4 was detected in the Endo H spectra (A1BH4, Fig. 3B) but a small amount of glycan was present in the secondary PNGase F spectra (Fig. 3C). MS/MS analysis confirmed the presence of both a hybrid structure and a complex, branched structure present at *m/z:* 2040, which explains why the signal intensity at this mass decreased after Endo H treatment but was not removed entirely (Supplementary Fig. 2).

### Brain O-glycans are primarily sialylated O-GalNAc structures

After removal of N-glycans, we analyzed permethylated O-glycans isolated from the remaining brain glycopeptides via *β*-elimination using MALDI-TOF MS. Of note, we initiated our investigation of brain O-glycans with the same number of samples for N-glycans, but no detectable signal was present for some purifications, likely resulting from a combination of their relative low absolute abundance in the brain compared to N-glycans^56^ and the additional complexity of their isolation and purification (Supplementary Note 3). As such, quantitative comparisons of O-glycans were limited to groups with at least three samples. We identified 26 unique O-glycans in at least one brain region above our signal to noise threshold, which included both O-GalNAc and O-mannose (O-Man) structures (Supplementary Data 1). Representative MALDI spectra from the cortex, hippocampus, striatum, and cerebellum showed an overall similar O-glycan pattern (Fig. 4A). There were several differences in the abundance of individual O-glycans between brain regions, including the most abundant structure, a di-sialylated core 1 O-GalNAc glycan at *m/z*: 1257 and the most abundant O-Man glycan, found at *m/z:* 1100 (Fig. 4B).

**Fig. 4:**
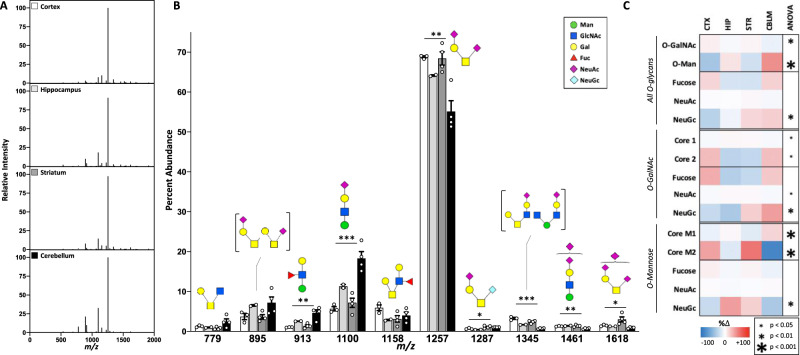
Protein O-glycomics revealed a higher proportion of O-GalNAc glycans compared to O-Man in mouse brain. **A** Representative MALDI spectra of protein O-glycans isolated from four regions show a consistent pattern across the brain. **B** The 10 most abundant O-glycan masses in the brain include both O-GalNAc and O-mannose (O-Man) type structures (CTX = 3, HIP = 2, STR = 4, CBLM = 4, male mice). Data presented as mean percent abundance +/− SEM. Corresponding glycan structures are presented above each peak, with distinct isomers corresponding to the same mass shown in brackets. For single-factor ANOVA calculations, *df* = (3,9), F_crit_ = 3.862. *p* values *<0.05, **<0.01, and ***<0.001. **C** Categorical analysis of O-glycans revealed differences in the abundance of O-GalNAc, O-Man, and NeuGc-containing glycans between regions. Analyzed independently, O-GalNAc and O-Man glycans varied in their proportion of core 1, core 2, and sialylated structures. Data presented as a heat map showing percent change from the average of four brain regions. Source data are provided as a Source Data file.

Analysis of all protein O-glycans stratified by structural components (Supplementary Table 1) revealed that the majority are O-GalNAc-type, comprising 74–84% of the total O-glycan signal across the brain (Table 2). The abundance of O-Man species varied significantly between brain regions, ranging from 11% of all O-glycans in the cortex, to 25% in the cerebellum (Table 2, Fig. 4C). In contrast to brain N-glycans, which had a large amount of fucose (~30%) and a paucity of sialic acid (~2%), few brain O-glycans were fucosylated (~10%), while the majority were sialylated (~90%). We noted very few O-glycans containing both sialic acid and fucose in the brain (<2% in all regions), and simple linear regression of fucosylated vs sialylated O-glycans showed a strong and highly significant negative correlation in both O-GalNAc and O-Man glycans (Supplementary Fig. 3). We detected a small amount (1–2%) of O-glycans containing the NeuGc form of sialic acid, consistent with prior studies^37,57^. Among the dominant O-glycans detected, all of the sialylated species contain solely NeuAc (Fig. 4B). The most common O-glycan structure*, m/z:* 1257, comprises 64% of the total O-glycan abundance and contains two NeuAc residues, while the same structure containing either one or two NeuGc residues (*m/z:* 1287 and 1317) was detected at only 0.8% and 0.2% abundance, respectively (Supplementary Data 1, Supplementary Table 1). The nearly 80-fold difference between NeuAc and NeuGc abundance on brain O-glycans is again consistent with prior studies^54^, as well as the minimal contribution from blood elements to the signal. The small amount of NeuGc present on brain O-glycans is presumably peripherally synthesized and recycled in the brain.

**Table 2:** Brain O-glycans.

Glycan Category	Cortex	Hippocampus	Striatum	Cerebellum	F-value	p-value
O-GalNAc	84.1 ± 0.3	77.7 ± 0.2	82.3 ± 0.9	73.5 ± 2.5	**8.83**	**0.005**
O-Man	10.7 ± 0.4	18.9 ± 3	13.9 ± 1.1	25.0 ± 2.5	**14.13**	**0.0009**
Fucose	9.9 ± 1.0	7.1 ± 0.3	7.0 ± 1.2	10.0 ± 1.2	1.41	0.3
NeuAc	89.2 ± 0.9	89.7 ± 0.2	91.4 ± 1.2	86.6 ± 1.8	2.3	0.15
NeuGc	1.28 ± 0.15	1.72 ± 0.02	2.09 ± 0.08	2.15 ± 0.15	**9.56**	**0.004**
O-GalNAc Core 1	90.0 ± 1.0	94.3 ± 0.1	94.1 ± 1.1	90.1 ± 1.2	**4.22**	**0.04**
O-GalNAc Core 2	10.0 ± 1.0	5.7 ± 0.1	5.9 ± 1.1	9.9 ± 1.2	**4.22**	**0.04**
O-GalNAc Fucose	7.4 ± 1.0	3.8 ± 0.2	4.2 ± 1.1	6.7 ± 1.4	1.94	0.19
O-GalNAc NeuAc	90.6 ± 0.9	94.2 ± 0.1	94.3 ± 1.2	89.9 ± 1.3	**4.05**	**0.04**
O-GalNAc NeuGc	1.2 ± 0.2	1.0 ± 0.1	1.8 ± 0.2	2.1 ± 0.1	**11.23**	**0.002**
O-Man Core M1	77.2 ± 2.4	85.5 ± 1.4	74.0 ± 4.1	97.0 ± 0.6	**14.9**	**0.0008**
O-Man Core M2	22.8 ± 2.4	14.5 ± 1.4	26.0 ± 4.1	3.0 ± 0.6	**14.9**	**0.0008**
O-Man Fucose	22.0 ± 1.1	20.3 ± 0.7	21.7 ± 1.9	19.5 ± 2.2	0.44	0.73
O-Man NeuAc	78.2 ± 1.3	76.5 ± 0.5	77.1 ± 1.6	78.6 ± 2.5	0.24	0.87
O-Man NeuGc	2.8 ± 0.6	5.0 ± 0.1	4.3 ± 0.5	2.3 ± 0.3	**7.05**	**0.0098**

Categorical analysis of O-glycans highlighted regional differences in the brain. Data from male mice, presented as mean percent abundance +/− SEM for each category. Significant F- and *p*-values are indicated in bold, *df* = (3,9), *F*_crit_ = 3.862, *n* for CTX = 3, HIP = 2, STR = 4, CBLM = 4. Source data are provided as a Source Data file.

Of note, not all glycans could be classified as O-GalNAc or O-Man with confidence, as some peaks correspond to monosaccharide compositions that could form either type of structure (1–5% of the total glycan signal). For example, *m/z:* 1344, included in the top 10 O-glycans (Fig. 4B), could include both O-Man and O-GalNAc species, as has been reported in a prior study^37^. To further analyze brain O-glycans, we took those that were confirmed as O-GalNAc or O-Man based on MS/MS results (Supplementary Fig. 2) or prior reports^37,58^ and normalized the abundance within each O-glycan subtype to sort by structural characteristics (Table 2 and Supplementary Table 1). 

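RNA from the cortex and cerebellum of 4 male wild-type mice was sequenced, and the authors deposited the number of reads counted on each gene without regard to strand. The gene for α1,3-galactosyltransferase, *Ggta1* (ENSMUSG00000035778), lies on the minus strand of chromosome 2 of the NCBIM37 (mm9) assembly from 35255699 to 35318751. No other gene of the annotation overlaps its exons. Each of the 4 cortex libraries had from 111 to 140 counts on this gene, and each of the 4 cerebellum libraries from 57 to 64 counts, out of 20813432 to 30497206 counts on genes per library. With the counts divided by gene length and scaled to the same total in each library (TPM), the level was 2.48 ± 0.0884 TPM in cortex (SD, n = 4) and 1.27 ± 0.102 TPM in cerebellum (SD, n = 4). All 8 counts lie above 3, the limit that a count of 0 allows. The level in cerebellum was lower than in cortex by more than the spread between mice, a log2 fold change of -1.12 (standard error 0.11, adjusted p = 4.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals in place of TMM normalization the log2 fold change was -0.99, under a 2-fold change. Without division by gene length the level was 4.94 CPM in cortex and 2.47 CPM in cerebellum, the largest move of this value among the alternatives. The names of some libraries differ between the deposited count files and the deposited table of RPKM values, and under the names of the table the level was 2.68 TPM in cortex and 1.33 TPM in cerebellum.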

Further, we excluded potential structures containing the α-Gal epitope as our results do not confidently rule in its presence, and we did not detect the transcript for its synthetic enzyme α1,3-galactosyltransferase (*Ggta1*) in the brain^59^.

Analyzed separately, O-GalNAc and O-Man glycans varied in the abundance of different core structures across brain regions (Table 2, Fig. 3C). Core 2 O-GalNAc glycans, defined by the addition of GlcNAc to the GalNAc of the core 1 structure, were highest in the cortex and cerebellum. The cerebellum had the highest abundance of O-Man glycans compared to other brain regions and were predominantly core M1 structures lacking a second GlcNAc attachment to the core mannose (Table 2). Tandem MS data confirming our structural assignments of O-glycans is included in the supplementary material (Supplementary Note 4, Supplementary Fig. 3).

### Sex-specific differences in protein glycosylation are minimal in the brain compared to plasma

Previous studies of the brain glycoproteome have primarily focused on mice of a single sex^42,45,46,49,52^. However, it is known that mice show both strain and sex-specific differences in plasma protein glycosylation^55^. We compared the protein N-glycome of plasma, cortex, and cerebellum from male and female mice, confirming strong sex differences in the plasma but only subtle variation in the brain.

We detected 29 plasma N-glycans consisting predominantly of complex, sialylated structures modified by NeuGc sialic acid (Supplementary Data 3, Supplementary Table 2), in agreement with the previous reports^55^. There were striking sex differences in the plasma protein glycomes; the most abundant N-glycan in male mice was A2G2S2 at *m/z*: 2853, while in females the most abundant N-glycan was the fucosylated form of this same species at *m/z*: 3027 (Fig. 5A). Female mice had a 5-fold increase in all fucosylated structures compared to the male plasma glycome (Supplementary Table 3).

**Fig. 5:**
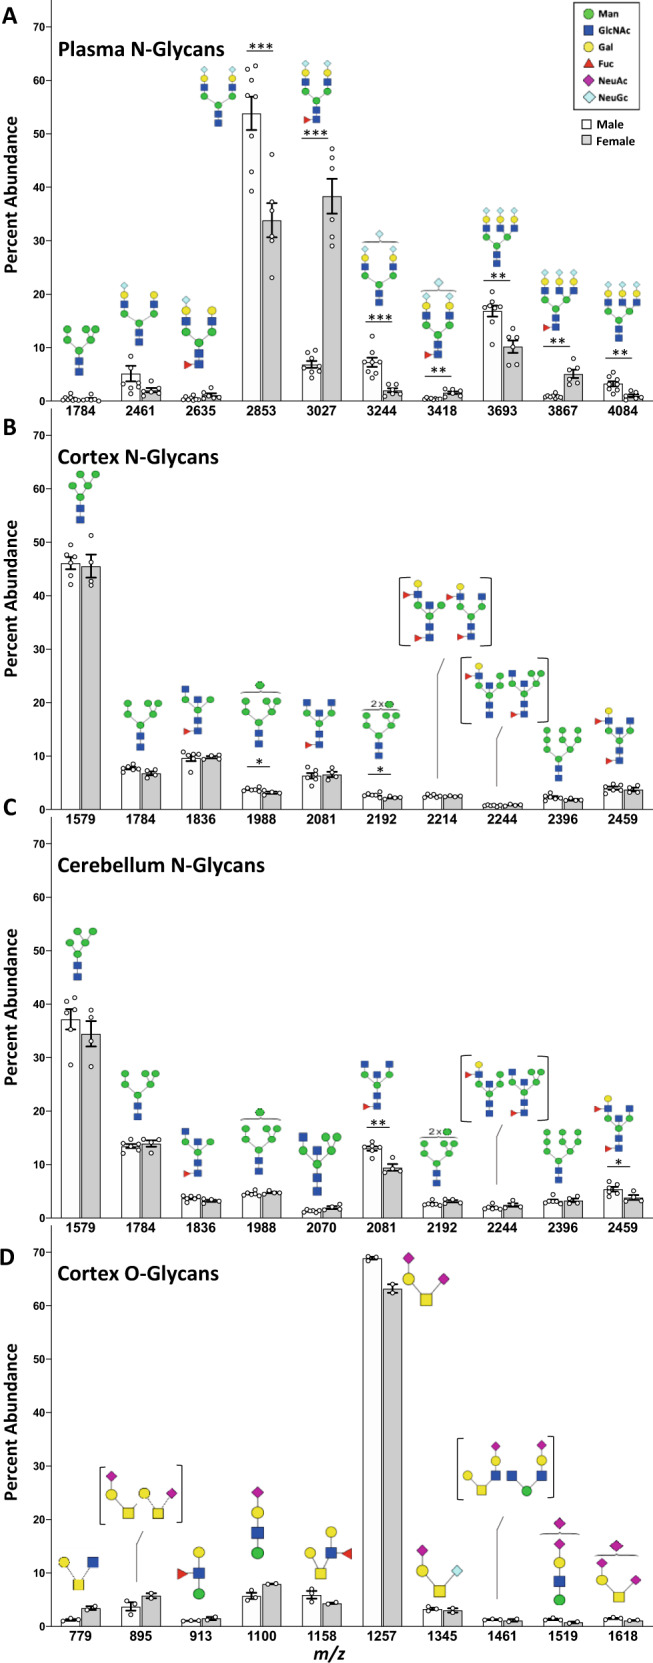
Protein glycosylation showed minimal sex differences in the brain compared to plasma in mice. Comparison of the top 10 most abundant protein N-glycans in plasma (**A**), cortex (**B**), and cerebellum (**C**) reveals differences between sexes, with much greater divergence between male and female mice in the plasma than in either brain region. **D** Comparison of the 10 most abundant protein O-glycans in the cortex revealed minor variation between genders, though limited sample size prevented statistical analysis. For plasma samples, male = 8, female = 6. For brain N-glycans, male = 6, female = 4. For brain O-glycans, male = 3, female = 2. Corresponding glycan structures are shown above each assigned peak, with distinct isomers corresponding to the same mass shown in brackets. Data presented as mean +/− SEM for percent abundance of each peak, with unpaired two-tailed t-tests assuming unequal variance performed for sex comparisons of individual glycans. *p* values *<0.05, **<0.01, and ***<0.001. Source data are provided as a Source Data file.

In the brain, sex differences in protein N-glycosylation were much less pronounced, with similar overall profiles between male and female mice in the cortex (Fig. 5B) and cerebellum (Fig. 5C) (Supplementary Table 3). The cerebellum of female mice showed less biantennary glycans, an increase in sialylation, and an overall trend toward more complex structures compared to the males. The cortex followed a similar trend but had overall less distinction between sexes. We anticipate that O-glycosylation differences exist between sexes, similar to N-glycosylation. O-glycans from the cortex of two female mice showed minor variation in individual glycan abundances compared to the males (Fig. 5D), but these data were not analyzed further due to low sample size as discussed above (Supplementary Note 3). The pattern, however, was identical to multiple female mice harboring a point mutation, which had only subtle effects on O-glycans^56^, suggesting the observed O-glycan trends between sexes are consistent but not conclusive. Though not as pronounced as the differences observed in plasma, these results illustrate that brain protein glycosylation shows some sex-dependence and underscore the importance of analyzing both sexes separately.

### Lectin blotting confirms the high abundance of high-mannose, fucosylated, and bisected N-glycans in the brain

To complement our MS findings, we performed western blotting of brain glycoproteins using several commercially available biotinylated lectins. Although lectin binding is often not specific for a single epitope, their increased affinity for certain glycan features provides important confirmatory information when used in combination with techniques such as glycomics and glycosidase sensitivity. Human plasma was included as a positive control given the abundance of literature on the human plasma N-glycome^60^. Glycoproteins were treated with or without PNGase F to determine the relative contribution of N- vs. O-glycans to the observed signal. Of note, we detected significant background binding of our fluorescent streptavidin secondary to brain glycoproteins (Supplementary Fig. 4), which likely resulted from high levels of biotin-bound carboxylases in the brain relative to other tissues as previously described^61^. To reduce this non-specific binding, we pre-cleared the brain lysates by incubation and precipitation with magnetic streptavidin beads, which removed nearly all non-specific binding and allowed for sensitive detection of glycoprotein bands.

Results from lectin blotting agreed with our N-glycomics, indicating high abundances of high-mannose, fucosylated, and bisected glycans, with a near absence of galactosylated and sialylated structures (Fig. 6). ConA, which binds the core mannose structure of all N-glycans, displayed strong binding in the cortex and cerebellum which was completely sensitive to PNGase F cleavage. GNL, also known as snowdrop lectin, primarily binds extended mannose branches found in high-mannose and hybrid N-glycans. Despite minimal binding in plasma, GNL binding of glycoproteins from both brain regions was robust and PNGase F sensitive, corroborating a predominance of these structures in the brain relative to other N-glycans (Fig. 2 and Table 1). ConA binding in both brain regions was equally sensitive to PNGase F and Endo H, whereas plasma ConA binding was only slightly reduced by Endo H, further supporting the unique predominance of high-mannose N-glycans in the brain (Supplementary Fig. 5).

**Fig. 6:**
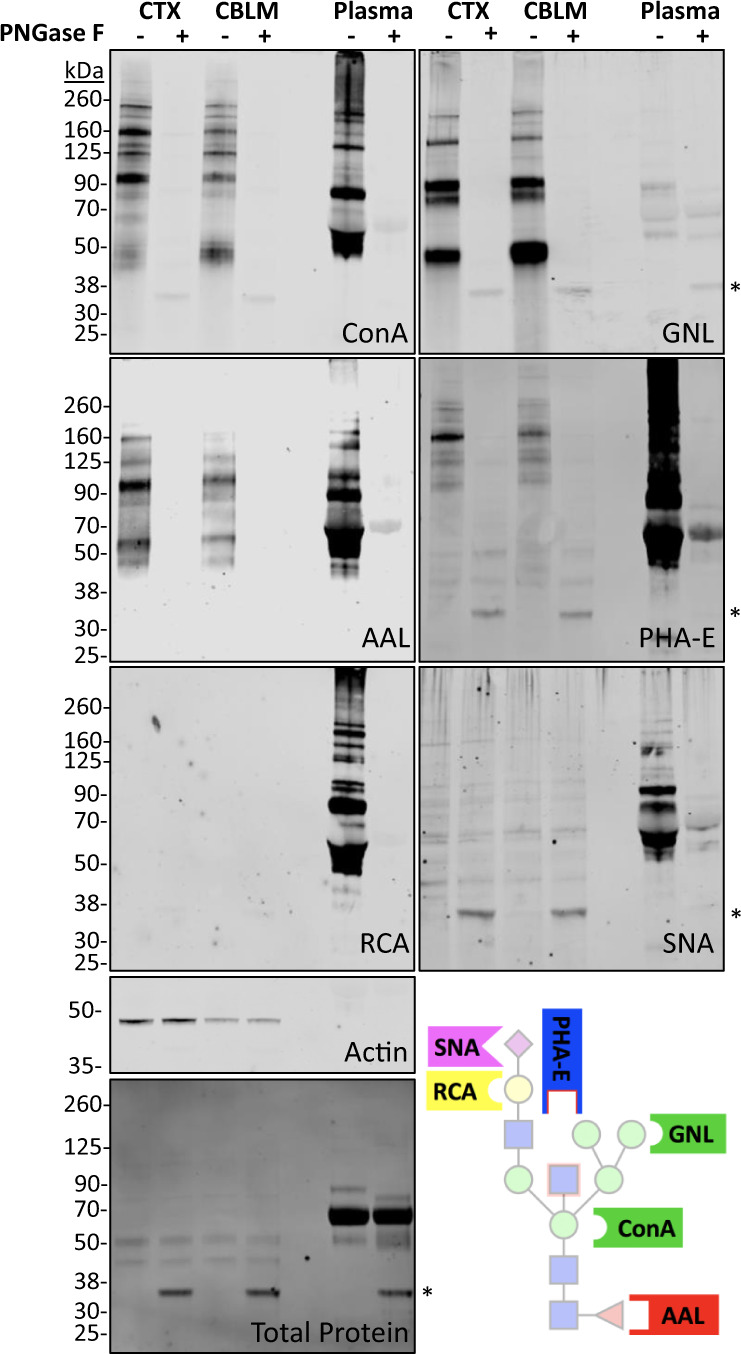
Lectin blotting supports a predominance of high-mannose, fucose, and bisected N-glycans in the brain. Protein lysate from a representative male mouse cortex and cerebellum with human plasma as a positive control was treated with or without PNGase F and visualized using biotinylated lectins (ConA, GNL, PHA-E, AAL, RCA, and SNA) in addition to immunoblotting for actin and staining for total protein. Non-specific binding of lectins to PNGase F is noted by an asterisk (*) near 35 kDa, as shown in the Total Protein stain. Protein blotting of brain lysate with each lectin has been repeated at least three times each with similar results. A schematic with common lectin-binding sites is shown for reference. Source data are provided as a Source Data file.

AAL binds fucose in both ɑ(1–3) and ɑ(1–6) linkages of N- and O-glycans. Strong AAL binding was observed in both brain regions and was entirely PNGase F sensitive (Fig. 6), suggesting that the bulk of fucose on glycoproteins in the brain was present on N-glycans, in agreement with our glycomics results (Table 1). PHA-E, commonly used as a marker for bisected N-glycans, showed strong binding in cortex and cerebellum samples and was PNGase F sensitive (Fig. 6). GSL-II, which recognizes terminal GlcNAc, showed a weak signal in the brain which decreased after PNGase F, consistent with the presence of terminal GlcNAc on N-glycans (Supplementary Fig. 4).

RCA binding, which recognizes galactose in both β(1–3) and β(1–4) linkages, was not detected in brain lysates, but showed a strong signal in human plasma, consistent with a relative paucity of galactose in the brain (Fig. 6), though the presence of fucose on most complex N-glycans may interfere with binding. ECL, which recognizes terminal galactose, showed weak binding in the brain that increased after treatment with the sialidase NeuA and was insensitive to PNGase F, consistent with terminal galactose on O-glycans which are commonly sialylated (Supplementary Fig. 4). WFA, which recognizes to terminal GalNAc, showed weak binding to brain lysates and was insensitive to PNGase F, further suggesting that N-glycans with the LacdiNAc motif are not abundant in the brain (Supplementary Fig. 4). SNA, also known as elderberry lectin and commonly used to detect glycans with ɑ(2–6)-linked sialic acid, showed only trace binding that was insensitive to PNGase F, consistent with sialylation of O-glycans (Fig. 6). This finding is consistent with our glycomics data that a small minority of N-glycans contain sialic acid (~2%), whereas the majority of O-glycans (>85%) contain at least 1 sialic acid residue (Table 2), and our quantitative results showing that O-glycans are less abundant in the brain^56^.

### Glycosylation gene expression correlates with glycomics and regional differences

We next sought to determine if the expression patterns of glycosylation genes would provide insight into the unique glycome patterns observed in the brain. 

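RNA of the cortex and cerebellum of 4 wild-type mice and of 4 mice with the A391T variant of *Slc39a8* was sequenced from polyA-selected, directional libraries, 1 library per region and mouse. The paper reports on the wild-type mice. Reads had been mapped with STAR to the mm9 assembly and counted on Ensembl genes with HTSeq, and the authors deposited a count per gene for each of the 16 libraries, without normalization and without regard to strand. A gene that overlaps a neighbour on either strand therefore shares or loses reads. The values here use the counts on genes alone. Those totals had a median of 23933445 in the wild-type cortex libraries. In the wild-type cerebellum libraries they ran from 23965876 to 25413669, with a median of 24497030.

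The authors also deposited 1 table of RPKM values for the 16 libraries. In this table 8 of the 16 columns carry the values of a library that the count files give to another mouse. In both regions wild-type mice 1 and 2 of the count files appear as A391T mice 3 and 4 of the table, and the reverse. The averages in Supplementary Data 4 matched the wild-type columns of the table, multiplied by gene length, in 268 of 268 rows for each region. With the names of the count files they matched in 2 rows for cortex and in 0 rows for cerebellum. The files do not show which set of names is right for the animals. The names of the count files were used, and the counts of genes past the criteria, log2 fold changes and levels given at the paper's sentences were computed again under the names of the table. Wild-type mice 3 and 4 have the same name in both sources. The mice are numbered 1 to 4 within each genotype.

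The regions were compared with edgeR's quasi-likelihood test after TMM normalization and removal of genes with few counts, which left 16040 genes. The paper's criteria were kept, an adjusted p-value under 0.05 and at least a 2-fold change. Log2 fold changes are cerebellum over cortex, as in Supplementary Data 4. Levels are given in TPM, counts divided by the gene length in the table and scaled to the same total in each library. The values that the paper calls TPM equal the table's RPKM times gene length, which leaves counts scaled per library (CPM) with no division by gene length.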

Comprehensive RNA sequencing and analysis was performed using the contralateral hemispheres of the cortex and cerebellum from the same male mice used in our glycomic analysis as previously described^62–64^. We generated a list of 269 known glycosyltransferases, glycosylhydrolases, sulfotransferases, and glycan-related genes based on a previous publication^20^ and the Carbohydrate Active Enzymes database (CAZy)^65^, after excluding genes whose transcripts were not detected in our experiment (Supplementary Data 4). A comparison between cortex and cerebellum identified 62 differentially expressed glycosylation genes, spanning all synthetic pathways, including protein N-glycans (Fig. 7A), O-GalNAc (Fig. 7B), and O-Man glycosylation (Fig. 7C).

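Supplementary Data 4 holds 268 rows with 266 different Ensembl identifiers, and 266 of these had enough counts for the test. Between cortex and cerebellum of the wild-type mice, 65 of the 266 listed genes passed both criteria in edgeR's quasi-likelihood test, with 42 higher in cortex and 23 higher in cerebellum. Adjusted over the list alone, the count was also 65, which is not independent evidence because the study left genes not detected in its samples out of the list. Of the 65 genes, 61 are among the 62 that Supplementary Data 4 calls. Under the library names of the RPKM table the count was 62, with 40 higher in cortex and 22 higher in cerebellum, and these were the same 62 genes as in Supplementary Data 4. The 2 sets of names shared 61 genes. The alternative that moved the count most was the adjusted p-value alone, which 187 listed genes passed. With each library left out in turn, from 64 to 66 listed genes passed both criteria.

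The largest difference toward cortex was in *Hs3st4* (ENSMUSG00000078591), with a log2 fold change of -5.20 (standard error 0.23, adjusted p = 4.3e-09 from the quasi-likelihood test in edgeR). Its level was 106 ± 3.25 TPM in cortex and 3.21 ± 1.62 TPM in cerebellum (SD, n = 4 each). The next 4 toward cortex were *Chsy3* at -4.92, *Hs3st2* at -4.70, *St6gal2* at -4.17 and *Gcnt4* at -3.98 on the log2 scale. The largest difference toward cerebellum was in *B3gnt5* (ENSMUSG00000022686), with a log2 fold change of 4.39 (standard error 0.11, adjusted p = 4.6e-11 from the same edgeR test). *A3galt2* followed at 4.17, with from 1 to 6 counts per cortex library, then *Kl* at 3.49, *Galnt15* at 2.99 and *Chst9* at 2.67. The level of *Kl* in the 4 cerebellum libraries ran from 2.04 to 48.2 TPM, and its standard error was 0.70. The library at 2.04 TPM, that of mouse 3, lay under every cortex library. It also held little *Ttr*, a choroid plexus marker, at 26.74 TPM. *Kl* is itself a marker of choroid plexus, so such tissue carried over with the cerebellum is a candidate explanation for its difference. With the library names of the RPKM table these 10 genes had the same directions, with *Kl* at 2.32 and the others between -4.75 and 4.37. Their order changed, with *St6galnac5* at -3.91 ahead of *St6gal2* and *Gcnt4*, and *Ust* at 2.37 ahead of *Kl* and *Chst9*, a pair of genes named after their values were seen. *Kl* did not pass the adjusted p-value under the names of the table with mouse as a replicate block, at 1.49, nor with only the mice whose names match, at 2.63, both alternatives chosen after seeing the data. A set of 5 genes had another call than in Supplementary Data 4. *Tmtc1*, *Xylt1*, *Hs6st3* and *Sulf1* passed both criteria here, with log2 fold changes of -1.12, -1.03, -1.5 and 1.21, and *Chst2* did not, at -0.98. The call of *Xylt1* was lost with mouse as a replicate block, at -0.96, and with library totals, at -0.90. It was also lost in 4 of the 8 fits that each left out a library. These gave -0.86 and -0.87 without cortex mouse 2 or 3, and -0.97 and -0.92 without cerebellum mouse 1 or 2. The call of *Tmtc1* was lost with library totals, at -0.99. A test against a 2-fold change removed the calls of *Tmtc1*, *Xylt1* and *Hs6st3*.

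**Figure D1:**
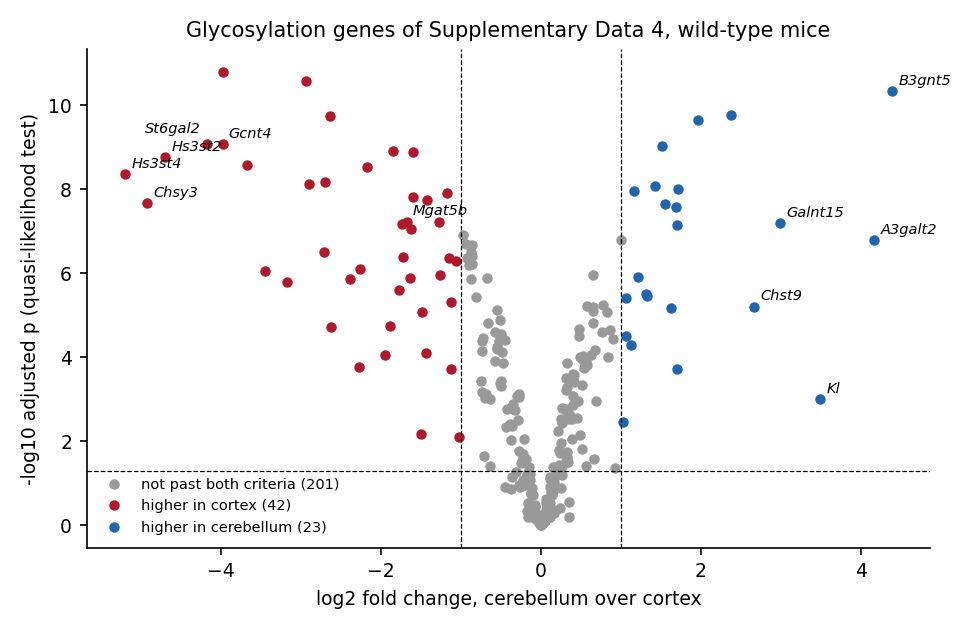
Log2 fold change (cerebellum over cortex) of each of the 266 listed genes against the negative log10 of its adjusted p-value from edgeR's quasi-likelihood test, in wild-type mice under the names of the count files. Dashed lines mark a 2-fold change and an adjusted p-value of 0.05, and the 65 genes past both criteria are coloured by the region with the higher level.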

**Fig. 7:**
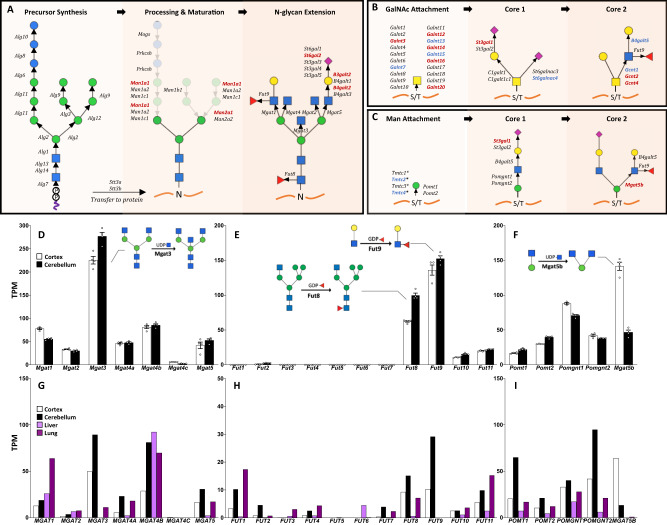
Differential RNA expression between brain regions in mice spans multiple glycosylation pathways and correlates with glycomics results. RNA seq data from cortex and cerebellum (n = 4 each, male mice) revealed differential expression of enzymes involved in several glycosylation pathways, including the synthesis of N-glycans (**A**), O-GalNAc glycans (**B**), and O-Man glycans (**C**). Transcripts in red have significantly increased expression in the cortex relative to the cerebellum, and those in the blue are decreased, as determined using the EdgeR method with gene cutoffs of 2-fold change in expression value and false discovery rates (FDR) below 0.05. *Tmtc1-4 add O-linked Man but these residues are not extended further. Mouse brain RNA seq results for N-acetylglucosaminyltransferases (**D**), fucosyltransferases (**E**), and O-Man specific enzymes (**F**) demonstrated high RNA levels of *Mgat3*, *Fut8*, *Fut9*, and *Mgat5b*, which correlate with results from glycomics. Data for TPM presented as mean +/− SEM. For D-F, *n* = 4 independent samples for each brain region from different mice. Human RNA seq data from GTEx portal showed a similar expression profile for N-acetylglucosaminyltransferases (**G**), fucosyltransferases (**H**), and O-Man pathway enzymes (**I**) in the brain between humans and mice, but this pattern is distinct from human liver and lung. Source data are provided as a Source Data file.

Several correlates between the unique protein glycome and gene expression in the brain were evident. Of the N-acetylglucosaminyltransferases for N-glycans, *Mgat3* levels were much higher than those of branching *Mgat* enzymes (Fig. 7D), consistent with the high abundance of bisected N-glycans and the paucity of complex, branched N-glycans. 

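*Mgat3* (ENSMUSG00000042428) lies on chromosome 15 of NCBIM37 from 80004151 to 80045949. Its level was 174 ± 16.2 TPM in cortex (SD, n = 4 wild-type mice) and 232 ± 5.80 TPM in cerebellum (SD, n = 4), from 4276 to 7358 counts per library. The next of the 7 genes of Fig. 7D was *Mgat4b*, a branching enzyme, at 106 ± 7.77 TPM in cortex and 127 ± 9.23 TPM in cerebellum. Within each library *Mgat3* exceeded *Mgat4b*, by a factor of 1.65 ± 0.25 in cortex (SD, range 1.42 to 1.98) and of 1.85 ± 0.171 in cerebellum (SD, range 1.67 to 2.08). A two-sided exact sign-flip test of the 4 ratios gave p = 0.13 in each region, the smallest p that 4 libraries allow. Of the other branching enzymes, *Mgat5* had 39.9 ± 15.2 TPM in cortex and 52.3 ± 7.75 TPM in cerebellum. *Mgat4a* had 19.5 ± 2.02 and 22.0 ± 2.09 TPM, and *Mgat4c* had 3.08 ± 0.304 and 1.22 ± 0.262 TPM. *Mgat1* and *Mgat2*, the remaining genes of Fig. 7D, had 57.4 ± 2.40 and 23.3 ± 1.15 TPM in cortex. Of the alternatives, leaving out gene length moved the ratio most. The length used was 4663 bases for *Mgat3* and 2704 for *Mgat4b*. In CPM, without gene length, *Mgat3* exceeded the next gene of Fig. 7D by a factor of 2.85 ± 0.423 in cortex and 3.19 ± 0.296 in cerebellum. With the library names of the RPKM table the ratio in TPM was 1.62 in cortex and 1.88 in cerebellum.

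**Figure D2:**
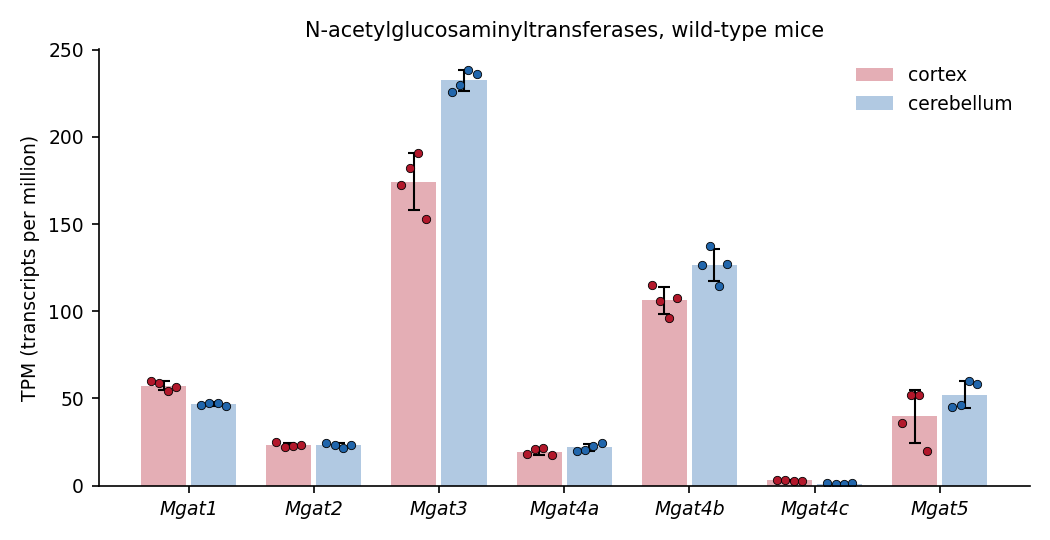
Level in TPM of the 7 genes of Fig. 7D in cortex and cerebellum. Bars are means and error bars SDs over 4 wild-type mice, and each point is 1 library. *Mgat3* lies above every other gene in each library.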

Of the fucosyltransferases, *Fut8* and *Fut9* were most abundant (Fig. 7E), correlating with the high amount of core-fucosylated N-glycans and the Le^X^ antigen, respectively. 

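*Fut8* (ENSMUSG00000021065) had 63.8 ± 3.42 TPM in cortex and 111 ± 2.01 TPM in cerebellum (SD, n = 4 wild-type mice each). *Fut9* (ENSMUSG00000055373) had 31.5 ± 2.34 and 37.7 ± 1.21 TPM, and 4.5% of its exon bases lie on a second gene entry of the same name. The next gene of Fig. 7E was *Fut11*, at 22.1 ± 1.92 TPM in cortex and 25.5 ± 1.41 TPM in cerebellum, followed by *Fut10* at 7.38 ± 0.503 and 10.8 ± 0.764 TPM. *Fut1*, *Fut4* and *Fut7* had means under 1 TPM in both regions, and *Fut2* had 0.991 TPM in cortex and 3.56 TPM in cerebellum. The lower of *Fut8* and *Fut9* exceeded *Fut11* in each of the 8 libraries, by a factor of 1.43 ± 0.0637 in cortex and 1.49 ± 0.115 in cerebellum (SD, n = 4). The exact sign-flip test again gave the smallest p that 4 libraries allow in both regions. In CPM, without gene length the factor was 2.94 in cortex and 4.42 in cerebellum. In the A391T mice the factor in TPM was 1.49 ± 0.193 in cortex and 1.36 ± 0.286 in cerebellum (SD, n = 4), and in 1 of the 4 cerebellum libraries it was 0.927, under *Fut11* (exact sign-flip test in cerebellum, p = 0.25). Between the regions, *Fut8* was higher in cerebellum by a log2 fold change of 0.65 (standard error 0.05, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test), under a 2-fold change. For *Fut9* the log2 fold change was 0.11 (standard error 0.06, adjusted p = 0.12 from the same edgeR test), not past the threshold.

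**Figure D3:**
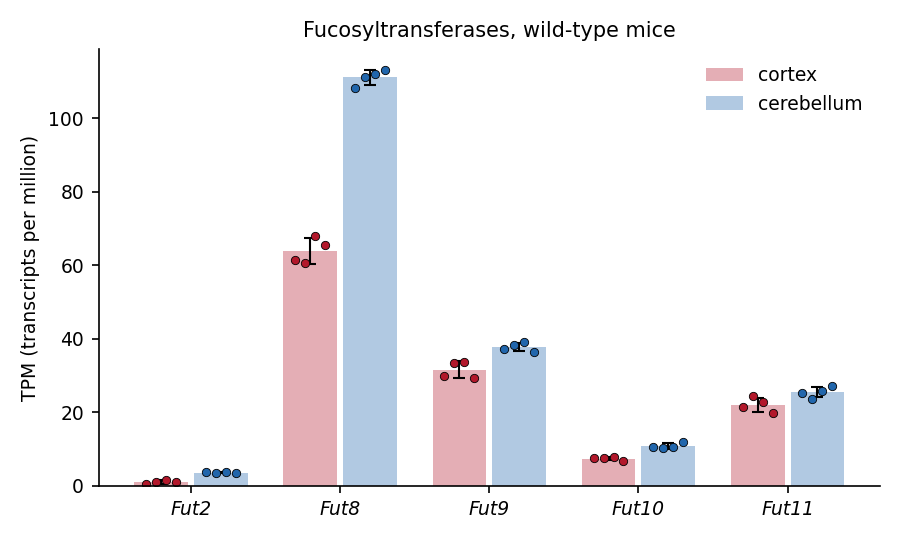
Level in TPM of 5 genes of Fig. 7E in cortex and cerebellum. Bars are means and error bars SDs over 4 wild-type mice, and each point is 1 library. *Fut8* and *Fut9* lie above *Fut11* in both regions.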

Differential expression of several enzymes between cortex and cerebellum also correlated with the glycomics results. For example, the cortex shows higher expression of *Mgat5b* (Fig. 7F), the sole enzyme responsible for the synthesis of core-2 O-Man glycans^66^, and these structures were several-fold more abundant in this region.

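*Mgat5b* (ENSMUSG00000043857) lies on chromosome 11 of NCBIM37 from 116780177 to 116848262, and no other gene overlaps its exons. Its level was 111 ± 11.1 TPM in cortex and 38.6 ± 5.70 TPM in cerebellum (SD, n = 4 wild-type mice each). The log2 fold change was -1.68 (standard error 0.10, adjusted p = 5.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest cortex library, at 94.4 TPM, lay above the highest cerebellum library, at 45.9 TPM. This gave p = 0.029 in a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow. That test took the libraries as independent, though both regions came from the same 4 mice. Exchange of labels within each mouse could not give a p under 0.05 with 4 mice. With each library left out in turn the log2 fold change stayed between -1.78 and -1.60. Under the library names of the RPKM table it was -1.61 (standard error 0.10). In the 4 A391T mice, which the paper does not analyse, it was -1.78 (standard error 0.10, adjusted p = 2.3e-07 from the edgeR test). Of the other 4 genes of Fig. 7F, *Pomgnt1* was at 61.9 ± 2.01 TPM in cortex and 55.7 ± 2.62 TPM in cerebellum, and *Pomgnt2* was at 36.5 ± 3.70 and 36.1 ± 0.279 TPM. *Pomt1* had 9.98 ± 0.739 and 14.8 ± 0.718 TPM, and *Pomt2* had 21.5 ± 1.90 and 31.3 ± 1.94 TPM. On the other strand, another gene covers 11.7% of the exon bases of *Pomgnt1*. From the higher level of *Mgat5b* in cortex and the abundance of core M2 glycans in Table 2, the paper reasons that expression of this enzyme correlates with the glycans it makes.

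**Figure D4:**
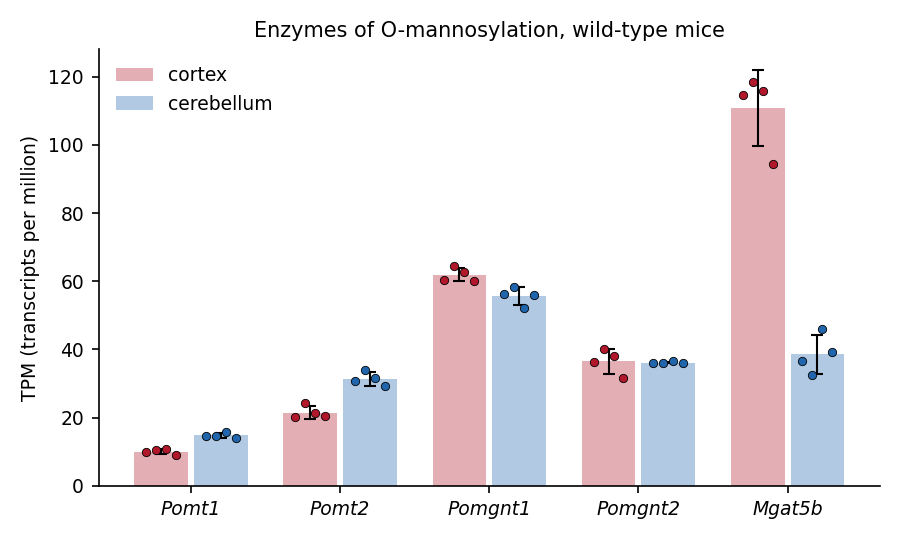
Level in TPM of the 5 genes of Fig. 7F in cortex and cerebellum. Bars are means and error bars SDs over 4 wild-type mice, and each point is 1 library. The 4 cortex libraries have from 94.4 to 119 TPM of *Mgat5b*, all above the cerebellum libraries.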

### Human glycosylation genes show a global downregulation in the brain

The unique pattern of protein glycosylation in the mouse brain is mirrored in human samples, which have a similar N-glycan MALDI profile (Fig. 1B) and show comparable abundances of high-mannose, bisected, and fucosylated glycans in prior studies^67,68^. 

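The order of glycosyltransferase levels in the mouse regions was compared with that in human tissues of the GTEx Portal, for the genes of Fig. 7D-I. The human values are the paper's own, from its source data. The test set before the data were examined named all 23 genes plotted for human tissues. Of these, 20 have an entry in the mouse files. The correlations are across these 20 genes, which are not independent replicates, and so depart from the planned 23. The mean TPM in mouse cortex had a Spearman correlation of 0.809 with human cortex (p = 2.0e-05 from a permutation test with 100000 resamples, two-sided). Adjusted by Benjamini-Hochberg over the 6 relations computed, this permutation p was 1.2e-04. For mouse and human cerebellum the correlation was 0.695 (permutation p = 9.4e-04, adjusted 0.00282). Mouse cortex had a correlation of 0.214 with human liver (permutation p = 0.366, adjusted 0.366) and of 0.313 with human lung (permutation p = 0.179, adjusted 0.269). For mouse cerebellum these values were 0.271 with liver (permutation p = 0.247, adjusted 0.297) and 0.377 with lung (permutation p = 0.101, adjusted 0.202). The difference between tissues was not itself tested. All 23 genes are kept when those without a mouse entry are set to 0, an alternative chosen after seeing the data. The correlation with human lung then rose to 0.468 for cortex (permutation p = 0.0251) and 0.513 for cerebellum (permutation p = 0.0133). Under the same alternative the correlation of mouse with human cortex rose to 0.873 and that of mouse with human cerebellum to 0.798. With human liver it was 0.202 for cortex and 0.248 for cerebellum. With only genes of at least 1 TPM, which leaves 16 genes in cortex and 17 in cerebellum, the correlations between the same region of mouse and human were lower, at 0.721 (permutation p = 0.00213) and 0.610 (permutation p = 0.0103). With this filter the values for cortex were 0.074 with liver and 0.241 with lung, and those for cerebellum 0.196 and 0.429. Pearson's correlation of log2-transformed TPM was 0.839 between cortex of mouse and human and 0.726 between cerebellum. It was higher with liver than Spearman's, at 0.418 for cortex (permutation p = 0.066) and 0.430 for cerebellum (permutation p = 0.0582), and with lung it was 0.386 and 0.430.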

Gene expression data of the human cortex and cerebellum downloaded from the GTEx Portal^69–71^ revealed several similarities with our RNA expression data from mice for several glycosyltransferase families, including N-acetylglucosaminyltransferases (Fig. 7G), fucosyltransferases (Fig. 7H), and the enzymes of O-mannosylation (Fig. 7I). A comparison to other human tissues with well-characterized glycomes, such as liver and lung, illustrated the uniqueness of glycosylation gene expression in the brain. Both brain regions express high levels of *MGAT3* and have a high abundance of bisected N-glycans, while lung, plasma, and liver have low levels of *MGAT3* and relatively few bisected N-glycans (Fig. 7G)^72–74^. The liver and lung have lower levels of nearly all the enzymes for O-Man synthesis (Fig. 7I), consistent with the general restricted presence of O-mannose glycans to the brain and a few other tissues^37,38,75^.

Finally, we compared human glycosylation gene expression in the brain to all other tissues on a global scale. We applied the publicly available GENE2FUNC feature of the FUMA GWAS platform^76^ to a list of 354 glycan-related genes in humans (Supplementary Data 5). Comparison of 54 specific tissue types revealed a distinct pattern of downregulation on the individual gene level across 13 brain regions compared to other tissues (Fig. 8A). Grouped expression analysis of 30 general tissue types showed that the brain is the only region with a significantly down-regulated gene set, and the only region which is significantly different when comparing differences in both directions (Fig. 8B). Further analysis of the 13 brain regions as independent tissues shows some regional differences, particularly evident between cortex and cerebellum, though in general, the majority of brain regions show an overall downregulation of glycosylation genes (Supplementary Fig. 6).

**Fig. 8:**
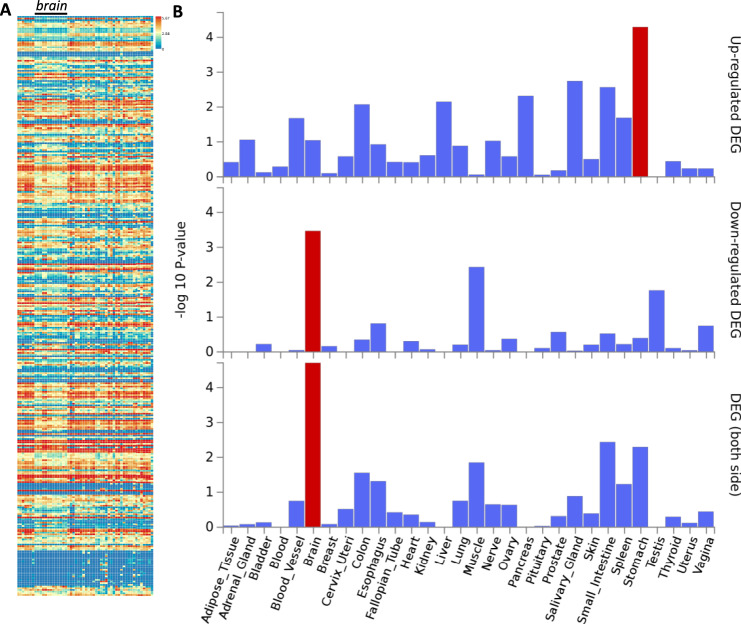
FUMA GENE2FUNC analysis of 354 glycosylation enzymes and related genes in humans revealed a specific downregulation in the brain. **A** Heat map demonstrating expression pattern of all glycosylation genes in humans, with a black bar above the 13 columns representing brain regions. **B** Tissue specific analysis showing down-regulation in the brain compared to all other 29 tissue types, with significant differentially expressed gene (DEG) sets using a two-sided t-test (*P*_*bon*_ < 0.05 and absolute fold change ≥ 0.58) highlighted in red.

## Discussion

The brain contains millions of cells and billions of connections, creating an unparalleled level of complexity in its development, organization, and regulation. Glycosylation plays a critical role in the establishment and maintenance of this elaborate network, emphasizing the need to understand the unique glycan species involved. Utilizing MALDI-TOF glycomics, MS/MS, lectin blotting, and RNA sequencing, we have generated a comprehensive map of the predominant N- and O-linked protein glycans across multiple brain regions and both sexes of mice. Our findings illustrate a relative simplicity of these structures in the brain and a global downregulation of the pathway, suggesting protein glycan synthesis is tightly controlled.

The overall pattern of brain glycans, in both mouse and human samples, was markedly distinct from those of other tissues. N-glycomics identified predominantly high-mannose and fucosylated/bisected structures in the mouse brain, with few galactosylated, sialylated, or multi-antennary species present, consistent with our results from lectin blotting, as well as a recent study of N-glycans analyzed across brain regions in adult mice and in the prefrontal cortex during development using liquid chromatography MS^43^. We detected both O-GalNAc and O-Man glycans in the brain, though the former were several-fold more abundant across all brain regions. O-GalNAc and O-Man glycans consisted primarily of unbranched core 1 structures (as opposed to extended core 2), and in contrast to N-glycans, were almost entirely sialylated. RNA sequencing suggests that gene expression is at least in part responsible for the unique glycome profile observed in the brain. The cortex, hippocampus, striatum, and cerebellum have overall similar glycomes; however, we identified several glycans, glycan classes, and glycosylation enzymes that differ significantly between brain regions, emphasizing the need to study these regions independently. The cerebellum was the most unique, with more complex, branched, and hybrid N-glycans, as well as the largest proportion of O-Man species. We detected relatively few differences in brain protein glycosylation between sexes, in contrast to their distinct plasma N-glycomes, suggesting more conserved regulation of glycosylation in the brain compared to other tissues, though additional female brain O-glycan samples will be informative in confirming sex-specific differences.

The relative simplicity of brain N-glycans is surprising considering their essential physiological roles. High-mannose N-glycans are often considered immature precursor structures but comprise the majority of all N-glycans in the brain. These structures appear to be mature, as they have been detected on the plasma membrane of neurons, as well as on extracellular matrix proteins^77–80^. Some studies have demonstrated that these glycans are involved in cell-cell recognition and homeostatic maintenance, governing the interaction properties of NCAM and basigin and influencing neurite and astrocytic outgrowth^77,81,82^. High-mannose N-glycans are also recognized by the mannose receptor (CD206), a microglia specific receptor that can regulate endocytosis and thus may play a role in synaptic pruning^83–86^.

Of the ~30% of N-glycans in the brain which are not high-mannose structures, the majority (80–90%) are bisected. This may contribute to the lack of extended glycans in the brain, as bisection has been shown to impede subsequent modifications of N-glycans, including galactose and sialic acid, since the additional GlcNAc residue may alter the glycan conformation to prevent interactions with glycosyltransferases^87,88^. *Mgat3* knockout mice develop normally while lacking bisected structures and show a greater relative abundance of complex and modified N-glycans^35^. However, high-mannose structures still comprise the majority of N-glycans in the brain of *Mgat3*^−/−^ mice, suggesting this molecular brake is only one mechanism in place leading to a low abundance of complex N-glycans.

O-GalNAc glycans can be extensively modified in other organs^89,90^ but are limited to mostly sialylated core 1 structures in the brain. Though they comprise the majority of brain O-glycans, the functional roles of O-GalNAc structures are not well understood in the nervous system. A recent case series identified mutations in GALNT2, one of the 20 enzymes capable of attaching the core GalNAc residue to a serine or threonine, as the cause of a novel CDG^91^. Symptoms include intellectual disability, epilepsy, insomnia, and brain MRI abnormalities, and rodent models of *Galnt2* knockout also displayed neurologic abnormalities consistent with a functional role of Galnt2-mediated glycosylation in the brain.

O-Man structures are better understood in terms of their protein carriers and physiological functions, despite their lower abundance^37,38,92^. One common carrier is α-dystroglycan, studied extensively in congenital muscular dystrophies, though knockout studies have shown that there are many other proteins modified by O-Man in the brain^37,93^. Extended O-Man glycans, including those harboring the HNK-1 and Le^X^ epitopes, have been identified on components of perineuronal nets, extracellular matrix structures involved in cell adhesion and neurite outgrowth^94–96^. Core M2 glycans have only been reported in the brain, where the key synthetic enzyme MGAT5B is highly enriched, and regulate remyelination, astrocyte activation, and oligodendrocyte differentiation^97–101^. A unique mono-O-mannose glycan on members of the cadherin family has been recently described, and is necessary for the cell-adhesion function of these proteins^102,103^. This O-Man attachment is catalyzed by a novel family of O-mannosyltransferases known as TMTC1-4, rather than the canonical POMT-initiated O-mannose pathway, and is not extended further than the core Man residue^104,105^. We did not identify mono-O-man or other monosaccharide modifications such as mono-O-Fuc or mono-O-GlcNAc, despite brain expression of their synthetic enzymes (*Tmtc1-4, Pofut1-2*, and *Ogt*). Such modifications may be present at a lower abundance relative to extended O-GalNAc and O-Man glycans in the brain, as previous studies have primarily used enrichment strategies for their isolation^104,106,107^.

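All 7 genes had counts in each of the 8 wild-type libraries. *Ogt* (ENSMUSG00000034160) had the highest level, 152 ± 7.61 TPM in cortex and 183 ± 10.4 TPM in cerebellum (SD, n = 4 mice each), from 7089 to 9982 counts per library. Between the regions its log2 fold change was 0.12 (standard error 0.06, adjusted p = 0.08 from edgeR's quasi-likelihood test), not past the threshold. In the A391T mice it was -0.03. TPM values are not scaled by TMM factors, so they can differ between regions where this test finds no difference. *Pofut2* (ENSMUSG00000020260) had 51.7 ± 3.13 TPM in cortex and 85.8 ± 2.32 TPM in cerebellum, and *Pofut1* (ENSMUSG00000046020) had 16.5 ± 1.25 and 24.6 ± 1.40 TPM. *Tmtc1* (ENSMUSG00000030306) had 42.1 ± 7.17 TPM in cortex and 21.6 ± 2.28 TPM in cerebellum. The other 3 genes of this family had lower levels in cortex, at 5.50 ± 0.666 TPM for *Tmtc2*, 4.40 ± 0.480 TPM for *Tmtc3* and 5.18 ± 0.585 TPM for *Tmtc4*. In cerebellum they had 17.9 ± 1.02, 6.97 ± 0.400 and 18.9 ± 0.489 TPM. The lowest count among the 7 genes was 179, for *Tmtc3* in a cortex library. On the other strand another gene covers 21.5% of the exon bases of *Tmtc4*, and the counting took no account of strand. *Tmtc2* and *Tmtc4* were higher in cerebellum by more than 2-fold, with log2 fold changes of 1.55 (standard error 0.08, adjusted p = 2.2e-08 from edgeR's quasi-likelihood test) and 1.72 (standard error 0.08, adjusted p = 1.0e-08 from the same edgeR test). *Tmtc1*, higher in cortex, was at the edge of the 2-fold criterion. It did not pass with library totals, at -0.99, nor in a test against a 2-fold change. It also did not pass under the library names of the RPKM table, at -1.00, nor with only the mice whose names match, at -0.90.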

While less than 3% of brain N-glycans are modified by sialic acid, almost all of the O-glycans detected in this study are sialylated. *St3Gal2* and *St6galnac6* are among the highest expressed sialyltransferases in the brain and involved in the synthesis of the abundant disialylated core 1 O-GalNAc structure (*m/z*: 1257), which may account for the imbalance in O-glycan vs N-glycan sialylation. 

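Among the 20 sialyltransferase genes of the St3gal, St6gal, St6galnac and St8sia families in the files, *St3gal2* (ENSMUSG00000031749) ranked 3 in cortex, at 117 ± 13.7 TPM (SD, n = 4 wild-type mice). It ranked 3 in cerebellum too, at 186 ± 8.01 TPM (SD, n = 4). *St6galnac6* (ENSMUSG00000026811) ranked 2 in cortex, at 118 ± 4.89 TPM, and 4 in cerebellum, at 108 ± 0.963 TPM. The difference between the 2 genes in cortex was smaller than the spread between mice. In cortex *St3gal5* ranked 1, at 216 ± 10.7 TPM. In cerebellum *St8sia5* ranked 1, at 239.9 ± 9.32 TPM, and *St3gal5* ranked 2, at 209 ± 12.6 TPM. Another gene on the other strand covers 18.0% of the exon bases of *St8sia5*. In CPM, without gene length, the alternative that moved the ranks most, *St3gal2* ranked 1 in both regions. Without wild-type mouse 4, *St3gal2* ranked 2 in cortex and *St6galnac6* ranked 3. The ranks of both genes were the same under the library names of the RPKM table and in the A391T mice. *St3gal2* was higher in cerebellum by a log2 fold change of 0.52 (standard error 0.08, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test), and *St6galnac6* was lower there, at -0.28 (standard error 0.05, adjusted p = 7.4e-04 from the same edgeR test), each under a 2-fold change.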

Despite its decreased relative abundance on brain glycoproteins^56^, sialic acid has been studied extensively in the context of brain development and disease^33^. Sialic acid is a regulator of phagocytosis, as microglia express several siglec-type receptors that recognize sialic acid and trigger an inhibitory response in the cell upon binding^108,109^. Enzymatic removal of sialic acid from neurons in culture decreases siglec binding, increases engulfment by microglia, and potentiates complement deposition, a key regulatory step in microglial-mediated synaptic pruning^110–114^. Another carrier of sialic acid in the brain is PSA-NCAM, which can harbor up to 400 sialic acid residues and is critical in brain development and neuronal migration^23,115^. We did not identify this structure in our samples likely due to its large size and low abundance in the adult brain^116–118^.

In sum, we present a comprehensive picture of protein N- and O-glycosylation in the mouse brain. Our results highlight unique glycan compositions and distinct regulatory mechanisms across several brain regions, tissue types, and sexes in one of the largest sample sizes to date. We highlight the value of complementary analyses as several prior assumptions on the identity, composition, and linkage of glycans in the brain were incorrect when relying on a single method. For example, we defined several N-glycans as bisected and hybrid (*m/z*: 1836, 2244) that were previously described with different antennarity and galactosylation^119^, or as LacdiNAc structures^43^. Further, we correlated the observed glycan structures with the presence (*Mgat3* for bisection) or absence (*Ggta1* for α-Gal) of their synthetic enzymes. Given the limitations unique to each method, such as the semi-quantitative nature of MALDI-MS and the dynamic range of western blotting, comparison between analytic techniques should be interpreted with caution, particularly for the study of low abundance molecules. Additional quantitative measures of glycan concentration will strengthen the findings of a single analytical approach such as MALDI-MS glycomics. We have applied such techniques to the study of brain glycosylation changes caused by a single point mutation associated with schizophrenia using fluorescent glycan derivatization^56^. These data provide additional supportive evidence of the conclusions drawn in this study, including observed differences in the relative abundance and sialylation between N- and O- glycans. Future studies addressing qualitative and quantitative measures of glycosylation should employ several independent yet complementary analytical methods in order to draw meaningful conclusions.

Here we emphasized the most abundant N- and O-glycans in the brain and their potential physiological roles, but this makes no assumption of the function or importance of structures that exist at very low abundance. Subtle changes in glycosylation can lead to major consequences at the protein, cell, and circuit level, so it is essential to understand how such variation is regulated at the genetic^20^, epigenetic^120^, transcriptional^121^, developmental^41,50^, regional^40,52,122^, and organismal levels^67,68,123^. The contribution of glycosylation to health and disease has been appreciated in many contexts, especially the nervous system^124^. In addition to neurologic symptoms of CDGs^16^, complex neuropsychiatric phenotypes are linked to glycosylation^19,20,125^. For example, several glycosyltransferases and a missense variant in *SLC39A8* are associated with schizophrenia, emphasizing the need for a more detailed understanding of protein glycosylation as it relates to development and disease in the brain^17^.

## Methods

### Samples

Fresh (unperfused) postmortem mouse brain samples were harvested from wild-type mice on a C57BL/6J background originally from The Jackson Laboratory (Cat#000664) after euthanasia with CO_2_, as well as a sample of whole blood for plasma analysis. Mice from both sexes were used in this study and were 12 weeks old at the time of tissue harvest, sample size specified for each experiment. All mice were housed and maintained in accordance with the guidelines established by the Animal Care and Use Committee at Massachusetts General Hospital under protocol #2003N000158. Human Brain Cerebral Cortex Whole Tissue Lysate was purchased from Novus Biologicals (#NB820-59182), with 1mg used for glycomic analysis as described below.

### Brain dissection

Following euthanasia with CO_2_, the whole mouse brain was removed and placed on a clean ice-cold plastic surface and rinsed with PBS at 4 °C. Four brain regions (frontal cortex, hippocampus, striatum, cerebellum) were isolated from each hemisphere using blunt dissection and placed in 1.5 mL conical tubes, snap frozen in liquid N_2_, and stored at −80 °C until further use.

### Tissue lysis

Frozen brain tissue was lysed in 500 µL ice-cold lysis buffer (50 mM TRIS, 150 mM NaCl, 1.0% w/v Triton-X-100, pH 7.6) with protease inhibitor (Roche #46931320019) and dissociated using a hand-held motorized pestle (Kimble #749540), followed by 2 brief pulses of sonication for 10 seconds with a microtip (Qsonica Q700). An additional 500 µL of lysis buffer was added to bring the volume to 1 mL, and protein concentration was analyzed using the Pierce BCA Protein Assay Kit (ThermoFisher Scientific #23255).

### Isolation and purification of glycoproteins

Brain glycoproteins were purified according to standard protocols readily available through the National Center for Functional Glycomics website (https://ncfg.hms.harvard.edu/protocols). All buffers were made fresh daily. In brief, 2 mg of protein lysate per sample was dialyzed in 3.5 L of 50 mM ammonium bicarbonate 3 times at 4 °C over 24 h using snakeskin dialysis tubing with a molecular cut-off between 1 and 5 kDa (ThermoFisher Scientific #68035). Samples were lyophilized and then resuspended in 1 mL of 2 mg/mL 1,4-dithiothreitol (DTT) dissolved in 0.6 M TRIS (pH 8.5) and incubated at 50 °C for 1.5 h, followed by addition of 1 mL of 12 mg/mL iodoacetamide in 0.6 M Tris (pH 8.5) and incubated at room temperature for 90 min in the dark. Samples were again dialyzed as described above, lyophilized, and resuspended in 1 mL of 500 µg/ml TPCK-treated trypsin in 50 mM ammonium bicarbonate and incubated overnight (12–16 h) at 37 °C. Trypsin digestion was stopped by the addition of ~2 drops 5% acetic acid, and samples were added to a C18 Sep-Pak (200 mg) column (Waters, #WAT054945) preconditioned with one column volume each of methanol, 5% acetic acid, 1-propanol, and 5% acetic acid. Reaction tubes were washed with 1 mL 5% acetic acid and added to the column, followed by an additional 5 mL wash of 5% acetic acid. Each column was placed in a 15 mL glass tube, and glycopeptides were eluted using 2 mL of 20% 1-propanol, 2 mL of 40% 1-propanol, and 2 mL of 100% 1-propanol. The eluted fractions were pooled and placed in a speed vacuum to remove the excess organic solvent, followed by lyophilization.

### Release and purification of protein N-glycans

Lyophilized glycopeptides were resuspended in 200 µL of 50 mM ammonium bicarbonate and incubated with 3 µL of either PNGase F (New England Biolabs, #P0704) or Endo H (New England Biolabs, #P0702S) at 37 °C for 4 h, then overnight (12–16 h) with an additional 5 µL of the enzyme at 37 °C. C18 Sep-Pak columns (200 mg) were preconditioned with one column volume of methanol, 5% acetic acid, 1-propanol, and 5% acetic acid and placed in 15 mL glass tubes. Digested samples were loaded onto preconditioned columns, collecting all flow-through, and N-glycans were eluted with 6 mL of 5% acetic acid. Eluted fractions were pooled and placed in a speed vacuum to remove the organic solvents and lyophilized overnight. Glycopeptides remaining on the C18 columns were eluted using 2 mL of 20% 1-propanol, 2 mL of 40% 1-propanol, and 2 mL of 100% 1-propanol, placed in a speed vacuum to remove the organic solvents and lyophilized for O-glycan processing.

### β-elimination and purification of O-glycans

After removing N-glycans from glycopeptides, O-linked glycans were removed using a *β*-elimination reaction according to the standard protocols available through the National Center for Functional Glycomics (https://ncfg.hms.harvard.edu/protocols). In brief, lyophilized N-glycan-free glycopeptides were resuspended in 400 µL of 55 mg/mL NaBH4 in 0.1 M NaOH solution and incubated overnight (12–16 h) at 45 °C. β-elimination reaction was terminated by adding 4–6 drops of glacial acetic acid to each sample. Desalting columns were prepared using Dowex 50W X8 ion exchange resin with the mesh size of 200–400 (Sigma-Aldrich, #44519) in small glass Pasteur pipettes and washed with 10 mL of 5% acetic acid. Acetic acid-neutralized samples were loaded onto columns, collecting flow through in 15 mL glass tubes. Columns were washed with an additional 3 mL of 5% acetic acid and all flow-through was pooled, placed in a speed vacuum to remove the organic solvent and lyophilized. Dried samples were resuspended in 1 mL of 1:9 acetic acid:methanol solution (v/v = 10%) and dried under a stream of nitrogen, repeating this step an additional three times. C18 Sep-Pak columns (200 mg) were preconditioned with one column volume of methanol, 5% acetic acid, 1-propanol, and 5% acetic acid and placed in 15 mL glass tubes. The dried samples were resuspended in 200 µL of 50% methanol and loaded onto the conditioned C18 columns, collecting flow-through. Columns were washed with 4 mL of 5% acetic acid and all flow-through pooled, placed in a speed vacuum to remove the organic solvents and lyophilized.

### Preparation and isolation of plasma N-glycans

Blood samples were collected following CO_2_ euthanasia and decapitation in a microtainer tube (BD, #365967), and plasma was separated by centrifugation and stored at −80 °C until use. Plasma N-glycan profiling was performed as described previously^73^. In brief, 5 µL of mouse plasma was lyophilized, resuspended in 20 μL 1X Rapid PNGase F buffer (NEB #P0710S), and denatured at 70 °C for 15 min After cooling to room temperature, 1 μL of Rapid PNGase F was added, and incubated at 50 °C for 60 min C18 Sep-Pak columns (50 mg, Waters, #WAT054955) were preconditioned with one column volume of methanol, 5% acetic acid, 1-propanol, and 5% acetic acid and placed in 1.5 mL tubes. PNGase F-treated samples were resuspended in 100 μL of 5% acetic acid and added to the preconditioned columns, collecting all flow-through. The reaction tube was washed with an additional 100 μL of 5% acetic acid which was added to the column, followed by 1 mL of 5% acetic acid, and the entire flow-through was placed in a speed vacuum to remove the organic solvents and lyophilized prior to permethylation as described below.

### Permethylation of N- and O-glycans

Using a clean, dry mortar and pestle, 21 pellets of NaOH were ground and dissolved into 12 glass pipettes volumes (~3 ml) of DMSO. A fresh slurry of NaOH/DMSO was made daily. One mL of the slurry was added to the lyophilized N- and O-glycans in addition to 500 µL of iodomethane (Sigma Aldrich, #289566). Samples were tightly capped and placed on a vortex shaker for 30 min at room temperature. After the mixture became white, semi-solid, and chalky, 1 mL ddH_2_O was added to stop the reaction and dissolve the sample. 1 mL of chloroform and an additional 3 mL ddH_2_O were added for chloroform extraction and vortexed followed by brief centrifugation. The aqueous phase was discarded, and the chloroform fraction was washed three additional times with 3 mL ddH_2_O. Chloroform was then evaporated in a speed vacuum. Permethylated glycans were resuspended in 200 µL of 50% methanol and added to a C18 Sep-Pak (200 mg) column preconditioned with one column volume each of methanol, ddH_2_O, acetonitrile, and ddH_2_O. The reaction tubes were washed with 1 mL 15% acetonitrile and added to the column, followed by an additional 2 mL wash of 15% acetonitrile. Columns were placed into 15 mL glass round-top tubes, and permethylated glycans were eluted with 3 mL 50% acetonitrile. The eluted fraction was placed in a speed vacuum to remove the acetonitrile and lyophilized overnight.

### MALDI-TOF-MS

Permethylated glycans were resuspended in 25 µL of 75% methanol and spotted in a 1:1 ratio with DHB matrix on an MTP 384 polished steel target plate (Bruker Daltonics #8280781) as previously described^73^. MALDI-TOF MS data was acquired from a Bruker Ultraflex II instrument using FlexControl Software in the reflective positive mode. For N-glycans, a mass/charge (*m/z*) range of 1000–5000 kD was collected, and for O-glycans, a range of 500–3000 kD. Twenty independent captures (representing 1000 shots each) were obtained from each sample and averaged to create the final combined spectra file. Data was exported in .msd format using FlexAnalysis Software for subsequent annotation. Tandem MS (MS/MS) data were collected using the same instrument for both N- and O-glycans, using the LIFT positive mode, and a +/− 1 Da range from the predicted parent *m/z*, and again represent the sum of twenty independent captures.

### N- and O-glycan analysis

Glycans of known structure corresponding to the correct isotopic mass which had a signal to noise ratio greater than 6 (S/N) in at least one brain region averaged over the grouped samples were annotated using mMass software^126^. This resulted in 95 brain N-glycans, 26 brain O-glycans, and 29 plasma N-glycans. The relative abundance of each glycan was calculated as the signal intensity for each isotopic peak divided by the summed signal intensity for all measured glycans within a spectrum. Although using the isotopic mass for quantification may underestimate the relative abundance of larger glycans given the increased incorporation of Carbon-13, the majority of N- and all of O- glycans in the brain are best represented by the isotopic peak (*m/z* < 2040). Structural assignment of glycans was based on MS/MS results, enzyme sensitivity (PNGase F, Endo H), previously confirmed structures^35,37,58^, and deductive reasoning when able. MS/MS data was annotated by comparing resultant *m/z* peaks to the predicted values for fragment ions with up to three bond breaks from all possible parent structures using GlycoWorkbench^127^. Brain protein glycans were grouped into different categories based on shared components, such as monosaccharide composition, antennarity, etc., and the summed abundance of each category was compared across brain regions and sexes. All glycan structures are presented according to the Symbol Nomenclature for Glycans (SNFG) guidelines^128,129^ and were drawn using the GlycoGlyph online application^130^.

### Lectin blotting

Brain lysate from the cortex and cerebellum of male mice, were precleared using magnetic streptavidin beads (New England Biolabs, #S1420S) at a 1:2 ratio of µg protein to µL washed beads to decrease background binding resulting from high levels of biotin-bound carboxylases in the brain. After 1-h incubation at room temperature, beads and biotin-bound proteins were precipitated using a magnetic tube rack, and the supernatant was removed for further analysis. PNGase F sensitivity was determined by incubation of 100 µg protein with 5 µL PNGase F (New England Biolabs, #P0704S) at 37 °C for 1 h. Lysates were prepared with 4X Sample Loading Buffer (Li-COR, 928–40004) with 10% v/v β-mercaptoethanol, and denatured for 10 min at 95 °C. For each gel, 15 µg protein was loaded per well (NuPAGE 4 to 12% Bis-Tris, 1.0 mm, Mini Protein Gel, 12-well, ThermoFisher, NP0322). In addition to 2 µL Chameleon Duo Pre-Stained Protein Ladder (LiCOR, 928–60000), 50 µg of human plasma was loaded as a positive control; plasma is ~60% is non-glycosylated albumin, thus ~20 µg plasma glycoprotein per lane. Gels were run using the MiniProtean Tetra Electrophoresis System (BioRAD, 1658004) at 140 mV for 1 h. Proteins were transferred to nitrocellulose membranes (ThermoFisher, IB23003) using the iBlot Dry Blotting System (ThermoFisher, IB1001). Membranes were then incubated in 5% BSA in TBS-Tween 0.1% for 1 h, followed by incubation with biotinylated lectins (Vector Labs: AAL B-1395, SNA B-1305, GNL B-1245, PHA-E B-1125, RCA B-1085, ConA B-1105) at a 1:1,000 dilution (1:20,000 for ConA) and 1:2,000 dilution of mouse antiactin antibody (Abcam, ab8226) in 5% BSA in TBS-Tween 0.1%, overnight at 4 °C on a rocking platform shaker. Membranes were washed three times in TBS-Tween 0.1% for 5 min, and then incubated with fluorescent conjugated streptavidin IRDye 800CW (LiCOR, 926–32230) and Goat anti-Mouse IgG IRDye 680RD (LiCOR, 925–68070) at 1:25,000 dilution in 5% BSA in TBS-Tween 0.1% for 30 min protected from light. Membranes were again washed three times in TBS-Tween 0.1% for 5 min and imaged using a LiCOR Odyssey CLx Imaging System and analyzed using LiCOR Image Studio Software. An identical unprobed membrane was incubated with Revert 700 Total Protein Stain (LiCOR, 926–11011) according to manufacturer’s protocol. A comprehensive characterization of biotinylated lectin binding specificity by glycan microarray can be found on the National Center for Functional Glycomics website (https://ncfg.hms.harvard.edu/ncfg-data/microarray-data/lectin-quality-assurancequality-control).

### RNA sequencing

Using the contralateral hemisphere of 4 male mouse brains used in glycomics and lectin blotting experiments, RNA from snap-frozen cortex and cerebellum was purified using the RNeasy Lipid Tissue Mini Kit (QIAGEN, 74804) per manufacturer’s protocol. RNA-seq libraries were prepared from total RNA using polyA selection followed by the NEBNext Ultra II Directional RNA Library Prep Kit protocol (New England Biolabs, E7760S). Sequencing was performed on Illumina HiSeq 2500 instrument resulting in approximately 30 million of 50 bp reads per sample. Sequencing reads were mapped in a splice-aware fashion to the mouse reference transcriptome (mm9 assembly) using STAR^63^. Read counts over transcripts were calculated using HTSeq based on the Ensembl annotation for GRCm37/mm9 assembly and presented as Transcripts Per Million (TPM)^62^. A subset of 269 known glycosyltransferases, glycosylhydrolases, sulfotransferases, and glycan-related genes was created, and differences in expression level between cortex and cerebellum were performed as described below.

### Human RNA comparison and FUMA analysis

Performed utilizing publicly available gene expression data from the Genotype-Tissue Expression (GTEx) Portal, Version 8 (https://gtexportal.org). 354 known glycosyltransferases, glycosylhydrolases, sulfotransferases, and glycan-related genes IDs from humans were used as input into the GENE2FUNC platform of FUMA, which utilizes the GTEx v8 data of both 30 general tissue types, with all brain regions summarized as one tissue type, and 54 specific tissue types that include 13 individual brain regions. Data is presented alphabetically, with differentially expressed gene sets shown in red after *Bonferroni* correction with corrected *p* < 0.05 and absolute fold change ≥ 0.58 using the standard two-sided t-test described on the GENE2FUNC platform.

### Statistical analysis

For glycomic analyses, statistical analysis of individual and groups of glycans was performed with Microsoft Excel Version 16.35. The abundance of individual glycans and glycan classes were compared between brain regions using single factor ANOVAs. Unpaired two-tailed *t* tests assuming unequal variance were performed for sex comparisons of individual N-glycans and glycan classes from the cortex, cerebellum. Significance thresholds for ANOVAs and *t* tests were applied at *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). A simple regression was performed between O-glycans modified with NeuAc or Fuc using GraphPad Prism v8.4.2. The EdgeR method was used for differential expression analysis of RNAseq data with gene cutoffs of 2-fold change in expression value and false discovery rates (FDR) below 0.05 as previously described using EdgeR and Python software^64^. Global glycosylation gene regulation in humans was analyzed using the FUMA GWAS GENE2FUNC online tool, which identified significantly up- or downregulated differentially expressed gene sets across human tissue types with a *Bonferroni* corrected *p* value < 0.05.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The data generated in this study are included in this published article and its supplementary information files. Source data are provided with this paper. The raw MS glycomics data generated in this study have been deposited in the GlycoPOST^131^ database under accession code GPST000213 (wild-type and A391T mutant glycomics data^56^). The RNAseq data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus^132,133^ under GEO Series accession number GSE184516 (wild-type and A391T mutant RNAseq data^56^). Human gene expression data is publicly available from the Genotype-Tissue Expression (GTEx) Portal, Version 8 (https://gtexportal.org). Protocols for glycomics analysis are publicly available through the National Center for Functional Glycomics (https://ncfg.hms.harvard.edu/protocols). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues
**Source:** Nat Commun. 2022 Jan 12;13:275. doi: 10.1038/s41467-021-27781-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues**

Sarah E. Williams, Maxence Noel, Sylvain Lehoux, Murat Cetinbas, Ramnik J. Xavier, Ruslan Sadreyev, Edward M. Scolnick, Jordan W. Smoller, Richard D. Cummings, and Robert G. Mealer

### **Supplementary Information**

## **Supplementary Notes**

### **Supplementary Note 1. Definitions of glycan classes and structural characteristics**

Pauci-mannose - structures including Man-2, Man-3, and Man-4 with no terminal branching or modifications aside from core fucose.

High-mannose - structures including Man-5, Man-6, Man-7, Man-8, and Man-9 with no terminal branching or modifications aside from core fucose.

Hybrid - structures containing GlcNAc extension from the  $\alpha$ -1,3 core Man (one or two GlcNAc), and Man extension from the  $\alpha$ -1,6 core Man.

Bisected - structures containing GlcNAc extension directly from the core Man residue attached to the chitobiose core, in addition to both  $\alpha$ -1,3 Man and  $\alpha$ -1,6 Man.

Antenna - refers to the number of GlcNAc attachments to the  $\alpha$ -1,3 Man and  $\alpha$ -1,6 Man residues of the core structure, and does not include bisected GlcNAc.

### **Supplementary Note 2. MS/MS confirms common structural components of N-glycans**

Glycan structures are incredibly diverse, and in some instances, different arrangements of similar monosaccharide components have the same  $m/z$ , and thus cannot be distinguished by standard mass spectrometry. Therefore, additional analyses are necessary to confirm the structures of glycans detected using MALDI-MS. Tandem mass spectrometry (MS/MS) allows for a single  $m/z$  peak to be split into fragment ions, which are analyzed to determine the structure (or structures) of the parent peak in question. We performed MS/MS on several prominent N-glycans from the cortex and cerebellum and obtained complementary results from both regions. We initially presumed several MALDI-MS peaks corresponded to complex, non-bisected N-glycans found in plasma. However, after additional experiments described below, we determined that these peaks primarily represent bisected and/or hybrid N-glycans, further distinguishing the brain N-glycome from that of other tissues.

MS/MS analysis of the most abundant N-glycan, Man-5 ( $m/z$ : 1579), showed fragment ions consistent with the predicted high-mannose parent structure, including fragments lacking a single mannose ( $m/z$ : 1361) or a single GlcNAc ( $m/z$ : 1302), as well as a free hexose ( $m/z$ : 260) and core GlcNAc ( $m/z$ : 282, 300) (**Supplementary Figure 1A**). The peak at  $m/z$ : 1835.9 (~10% abundance in most brain regions) could represent several potential structures including a biantennary glycan with two terminal GlcNAc residues and a core fucose (FA2) commonly found in plasma, a bisected glycan with one antennary GlcNAc (FA1B), or the so-called “LacdiNAc” motif terminating in GalNAc- $\beta$ 1,4-GlcNAc (**Supplementary Figure 1B**). MS/MS results showed a bisecting GlcNAc residue and a terminal mannose, indicating the presence of FA1B in the parent peak. Several fragment ions from MS/MS results rule in a bisected structure, including a free hexose ( $m/z$ : 260), which indicates the presence of terminal mannose, and the corresponding structure lacking a terminal mannose ( $m/z$ : 1617). Additionally, the fragments at  $m/z$ : 671 and 949 can only result from the fragmentation of a glycan with a bisecting GlcNAc residue. Glycomic analysis of a mouse lacking *Mgat3*, which encodes the only enzyme capable of creating bisected N-glycans (GnT-III), showed a dramatic loss of this glycan in the mutant mouse brain compared to wild-type, providing additional support that  $m/z$ : 1835.9 represents a bisected species<sup>1</sup>. The presence of the LacdiNAc structure was not supported by our MS/MS results of 1835.9, as the diagnostic fragments at  $m/z$ : 527 and 545 were not detected.

(**Supplementary Figure 2B**). Finally, a potentially sialylated version of a LacdiNAc N-glycan with unambiguous predicted mass of  $m/z$ : 2442.2 was not present in our samples (**Supplementary Figure 2A**), suggesting that if the LacdiNAc structure is present in the brain, its relative abundance is low.

Additional MS/MS analyses revealed that some peaks consist of a mixture of at least two unique glycans. For example, MS/MS analysis of  $m/z$ : 2214 generated fragment ions that indicate the presence of both a bisected and non-bisected structure (F2A1G1B, F2A2G1) (**Supplementary Figure 1C**). The major peaks  $m/z$ : 1576 and 1955 could be formed from either parent structure, but the fragment ions at  $m/z$ : 195 and 486 are specific for F2A2G1, while  $m/z$ : 671 and 1154 are specific for F2A1G1B. MS/MS analysis of the peak at  $m/z$ : 2244 contained a mixture of bisected hybrid glycans, with either a Lewis X ( $Le^X$ ) epitope and four mannose residues (A1FG1BH4) or a core fucose and five mannose residues (FA1BH5) (**Supplementary Figure 2D**). Fragment ions consistent with A1FG1BH4 include the  $Le^X$  fragment ( $m/z$ : 660) and the corresponding glycan missing  $Le^X$  ( $m/z$ : 1606). Fragment ions consistent with FA1BH5 include fragments missing both the core GlcNAc and core fucose ( $m/z$ : 1792) as well as several smaller fragments resulting from the tri-mannose hybrid arm ( $m/z$ : 196, 431 and 450). In sum, our N-glycan MS/MS results are consistent with the predominance of high-mannose, bisected, and fucosylated structures, lower galactose-containing structures, and a very small amount of sialylated N-glycans in the mouse brain, and emphasize the importance of confirming glycan structures with several techniques before proceeding with additional analyses.

### **Supplementary Note 3. Limitations of O-glycan purification and analysis.**

We initiated our studies with planned groups of at least 6 wild-type mice per sex across 4 glycans for both N- and O-glycans. Several lines of evidence suggest that O-glycans are far less abundant in the brain relative to N-glycans, including the lectin blots presented in Fig. 4, and the results of our quantitative studies of sialic acid levels in the brain<sup>2</sup>. The O-glycan purification protocol requires several additional steps beyond dialysis of lipids, trypsinization, and removal of N-glycans by PNGase F, including glycopeptide elution,  $\beta$ -elimination, purification, permethylation, and isolation for MS analysis. We have observed that some brain O-glycan samples do not produce any detectable signal by MALDI-MS, presumably as these low abundance structures are lost somewhere during the purification and isolation due to a technical issue (Fig. 5D). We aimed to have at least 3 samples/group for comparisons (with a mean  $\pm$  SEM), though some groups, for example female cortex O-glycans, only yielded 2 analyzable samples. We have chosen to report the data from these underpowered groups while not performing any statistical comparison or drawing premature conclusions in hopes that the data can be useful for qualitative rather than quantitative comparisons. In addition, a complementary study with larger sample sizes for both brain regions and sex of mice harboring a single point mutation produced identical cortex O-glycan profiles compared to the wild-type mice reported here<sup>2</sup>. As such, we have observed a consistent O-glycan pattern across multiple samples but refrain from drawing concrete conclusions within this group.

### **Supplementary Note 4. MS/MS confirms the presence of both O-GalNAc and O-mannose glycans in the brain**

Several of the peaks detected from brain O-glycan samples could correspond to either an O-GalNAc or an O-mannose glycan, so we performed MS/MS of highly abundant O-glycans to confirm their structural composition. The most abundant O-glycan peak across all brain regions was  $m/z$ : 1256, predicted to represent a core 1 O-GalNAc structure modified by two NeuAc residues. We confirmed the structural composition of this glycan, identifying fragments containing NeuAc bound to both the Gal ( $m/z$ : 620) and GalNAc residues ( $m/z$ : 659)

(**Supplementary Figure 2A**). The peak at  $m/z$ : 895 also contains a core 1 O-GalNAc glycan, modified by one NeuAc residue, and MS/MS results indicated two structural conformations present (**Supplementary Figure 2B**). The fragment ions at  $m/z$ : 620, 316, 298, 245, and 227 all indicate the presence of a core 1 O-glycan with NeuAc attached to the Gal residue. Additionally, the fragments at  $m/z$ : 677, 659, 284, and 259 correspond to a parent glycan with the sialic acid attached to the core GalNAc residue.

The second most abundant O-glycan in the brain, at  $m/z$ : 1099, could correspond to three possible parent glycans: an O-GalNAc structure modified with one NeuAc and two Gal residues, an O-GalNAc structure with one Gal, one Fuc, and one NeuGc residue, or an O-mannose glycan extended by GlcNAc, Gal and NeuAc. Fragmentation of  $m/z$ : 1099 revealed fragment ions exclusive to the O-mannose structure, including core Man ( $m/z$ : 275) and the corresponding trisaccharide from this cleavage ( $m/z$ : 847) (**Supplementary Figure 2C**). Glycomic analysis of a mouse lacking *Pomgnt1*, which encodes the enzyme necessary for extension of O-mannose glycans, revealed a complete loss of  $m/z$ : 1099 in the mutant mouse brain, supporting the classification of this peak as an O-mannose structure<sup>3</sup>.

The peak at  $m/z$ : 912 was also absent in the *Pomgnt1* knock-out mouse brain, providing evidence that it contains an O-mannose type glycan with a Le<sup>x</sup> extension, as opposed to a fucosylated O-GalNAc glycan with the same mass. Our MS/MS results confirmed the structure of the O-mannose glycan at  $m/z$ : 912, with the identification of fragment ions such as the core Man and Le<sup>x</sup> epitope ( $m/z$ : 275, 660) (**Supplementary Figure 2D**). Of note, the *Pomgnt1* knock-out mouse brain retained O-GalNAc glycans, including  $m/z$ : 1256 and 895, corroborating our determination of these glycans as O-GalNAc-type.

#### Supplementary References:

1. Nakano, M. *et al.* Bisecting GlcNAc Is a General Suppressor of Terminal Modification of N-glycans. *Mol Cell Proteomics* **18**, 2044–2057 (2019).
2. Mealer, R. G. *et al.* The schizophrenia-associated variant in SLC39A8 alters N-glycosylation in the mouse brain. <http://biorxiv.org/lookup/doi/10.1101/2020.12.22.424076> (2020) doi:10.1101/2020.12.22.424076.
3. Stalnaker, S. H. *et al.* Glycomic Analyses of Mouse Models of Congenital Muscular Dystrophy. *J. Biol. Chem.* **286**, 21180–21190 (2011).

## Supplementary Figures

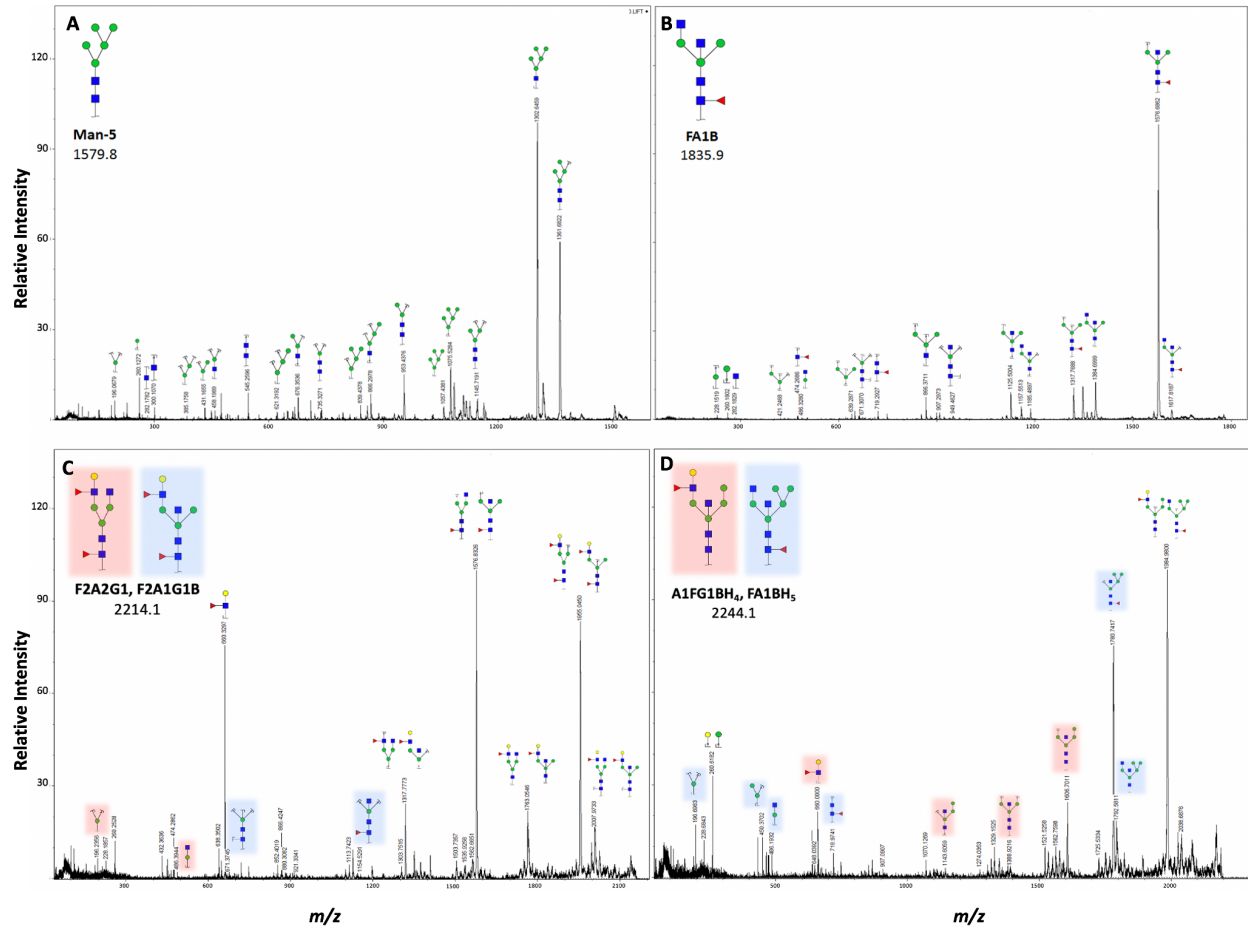

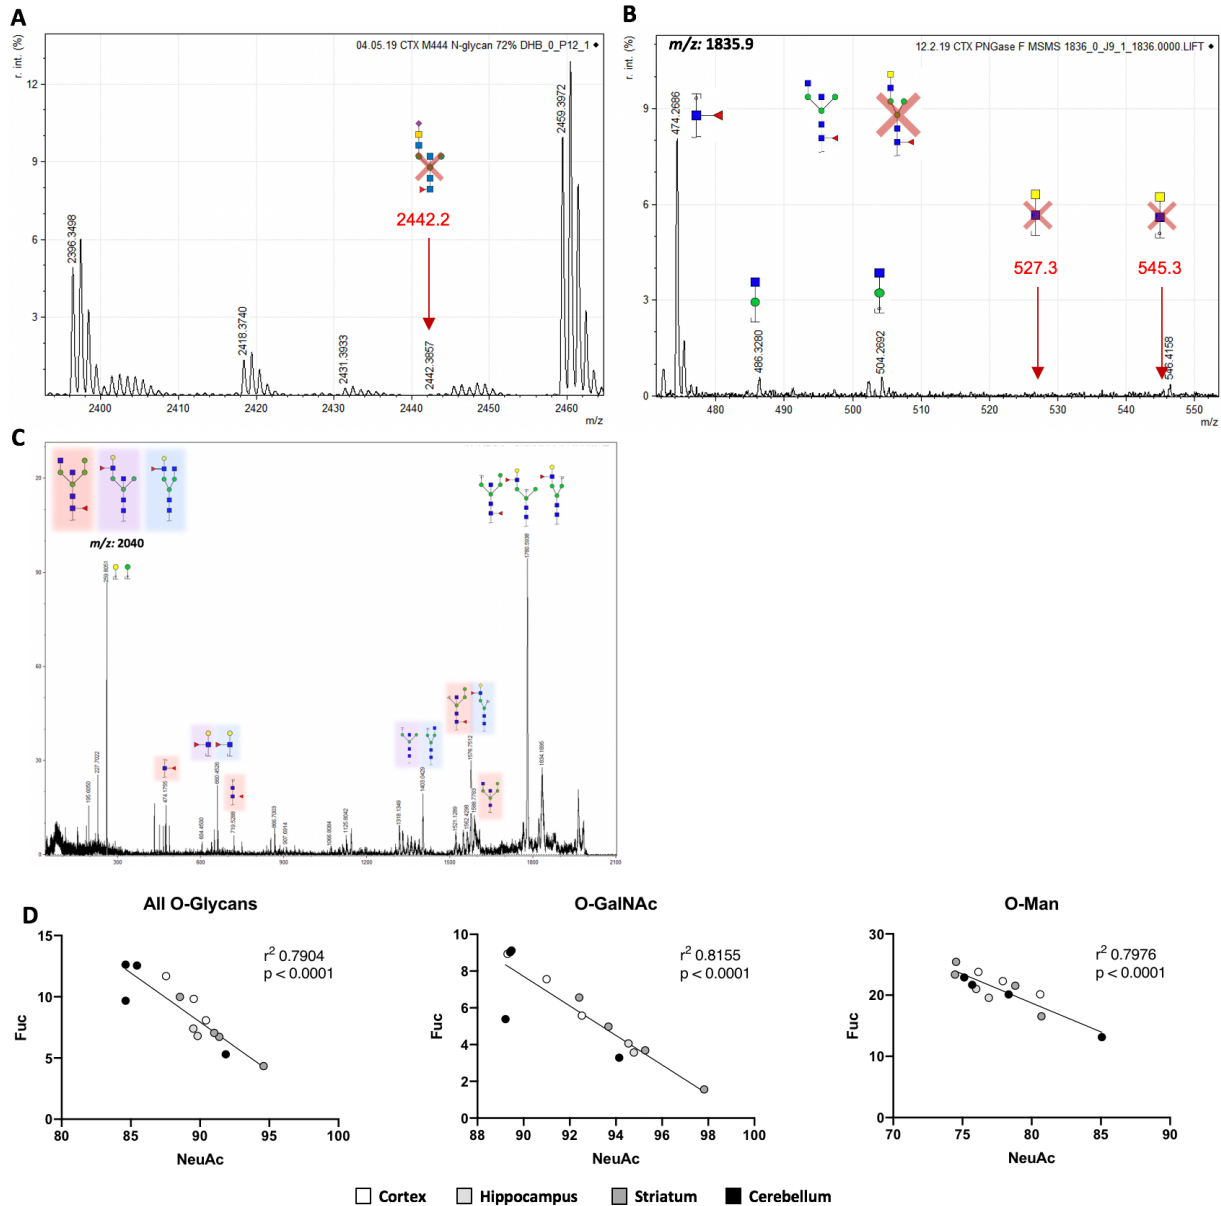

Supplementary Figure 2. Predicted LacdiNAc structures are uncommon on N-glycans, and O-glycan fucose and NeuAc modification appear in competition. A) MS spectrum of cortex N-glycans do not have a peak correlating with the unambiguous LacdiNAc structure at m/z: 2442 (abundance < 0.05%, S/N ratio 1.4). B) MS/MS analysis of the bisected N-glycan peak at m/z 1836, as confirmed in Supplementary Figure 1B, which could also represent an unsialylated LacdiNAc structure, does not reveal any diagnostic fragments to rule in this structure, namely the LacdiNAc fragments at either m/z: 527.3 or 545.3. C) MS/MS analyses of m/z: 2040 revealed a mixture of distinct glycan structures contribute to this single isomeric mass on MS, but none diagnostic for LacdiNAc structures. D) Simple linear regression analysis demonstrated that the abundance of NeuAc-containing O-glycans is negatively correlated with the amount of fucose-containing O-glycans within a sample. This trend is observed in total O-glycans, O-GalNAc-type, and O-mannose-type glycans. Each data point represents a brain region from each mouse, color coded by region, with  $r^2$  and  $p$ -values indicated for each regression analysis.

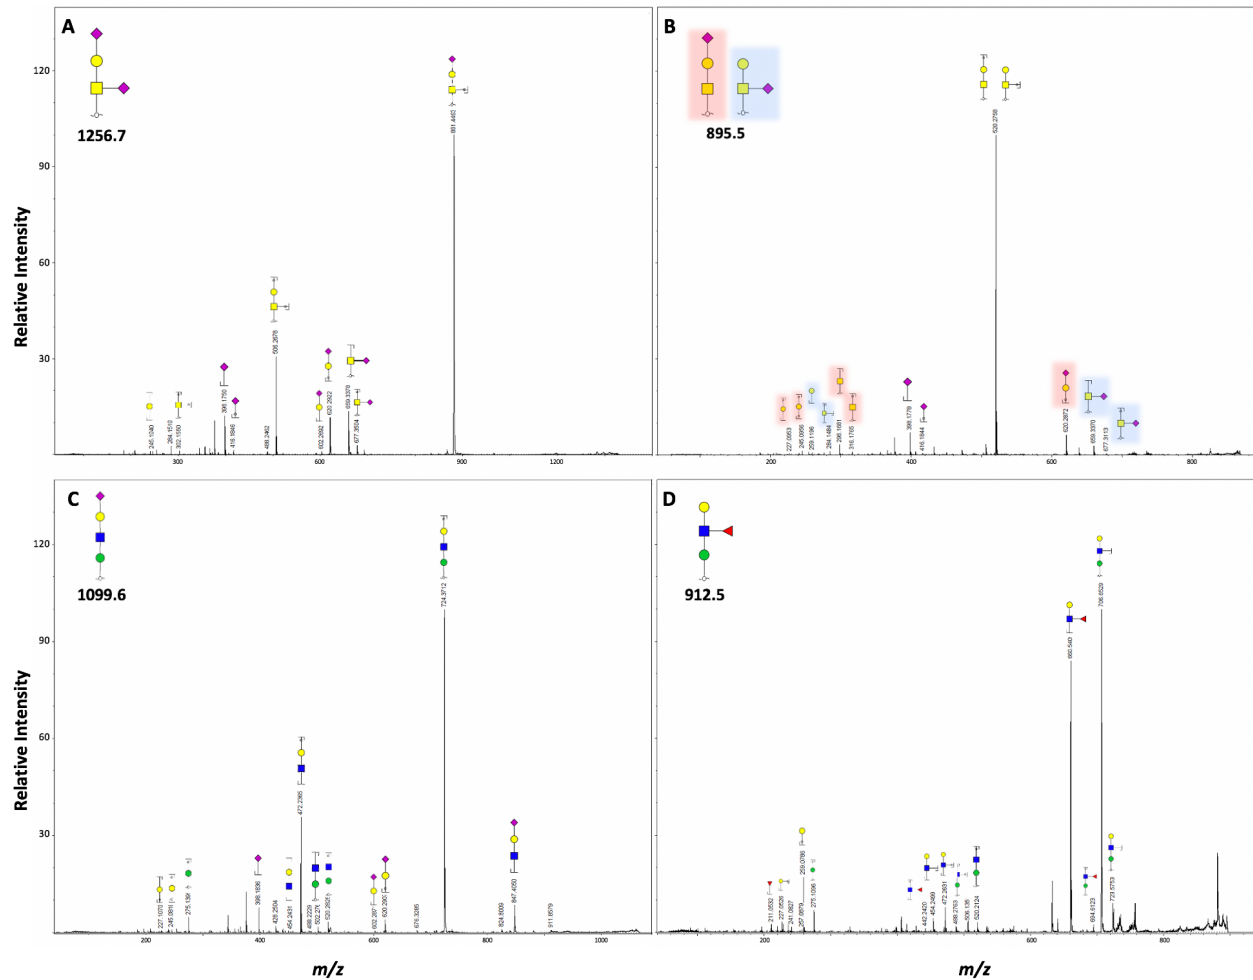

Supplementary Figure 3. MS/MS confirmation of mouse brain O-glycans. A) MS/MS analysis of the most abundant O-glycan peak,  $m/z$ : 1256, generated fragment ions consistent with a di-sialylated core-1 O-GalNAc glycan. B) Fragmentation of  $m/z$ : 895 identified ions representative of mono-sialylated core-1 O-GalNAc glycans with NeuAc attached to either GalNAc or Gal, confirming that both isomeric structures are present in the sample. C) Fragmentation of  $m/z$ : 912 and D)  $m/z$ : 1099 confirm the presence of O-mannose glycans with either sialic acid or fucose.

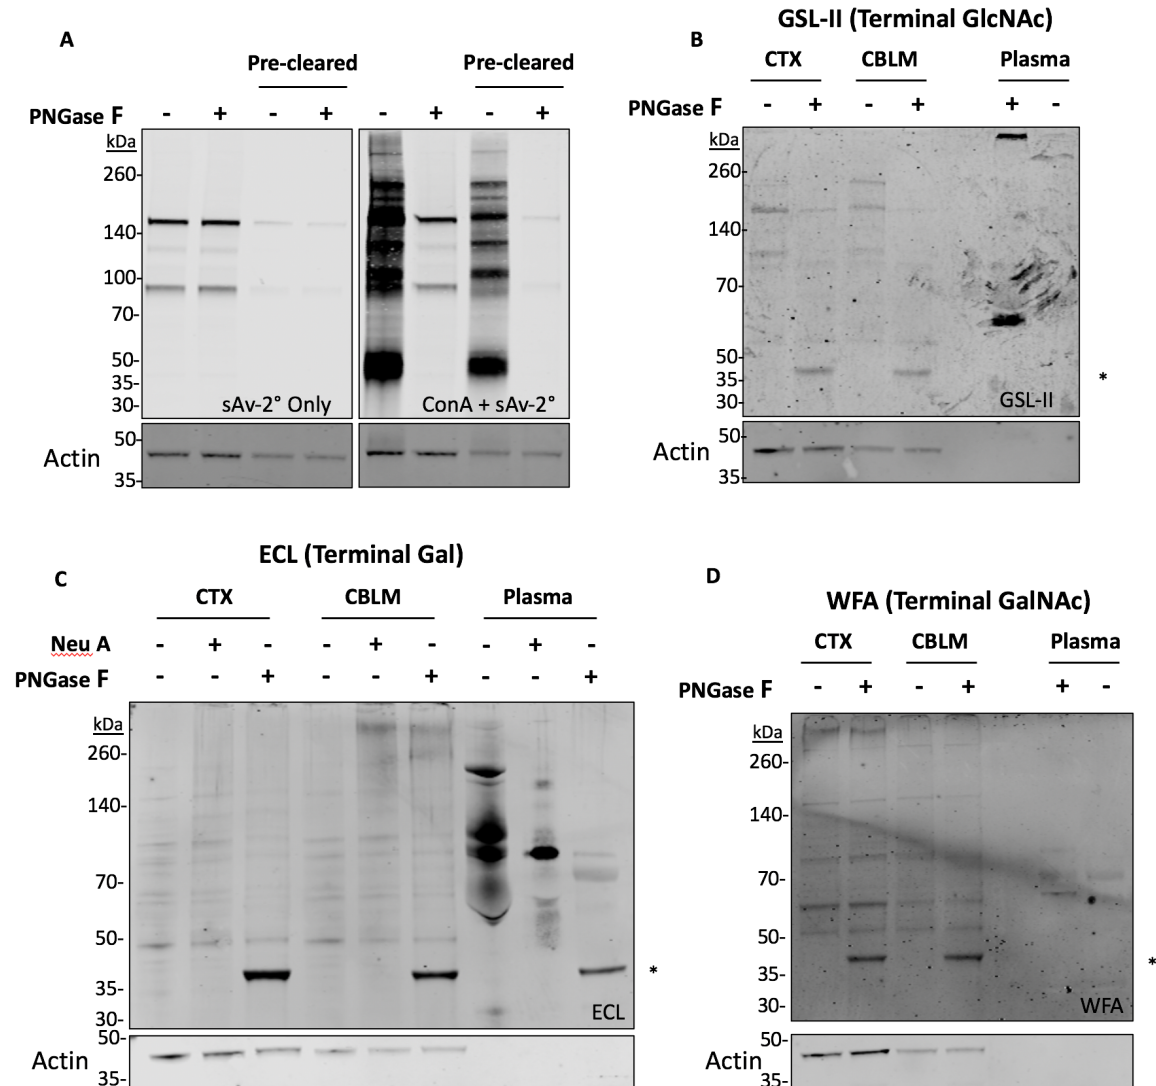

Supplementary Figure 4: Optimization of mouse brain lectin blots. A) Streptavidin bead pre-clearing of brain lysate reduces non-specific binding to biotin-bound proteins. Protein from mouse frontal cortex was incubated with or without magnetic streptavidin beads for 1 hour, followed by PNGase F digestion. 15 µg of protein was loaded in each lane. Left panel was incubated with fluorescent streptavidin secondary alone (LiCOR sAv-800λ); right panel was incubated with primary biotinylated ConA followed by fluorescently labeled streptavidin secondary (LiCOR sAv-800λ). Protein lysate from mouse cortex and cerebellum with human plasma as a positive control was treated with or without PNGase F and the sialidase Neu A and visualized using biotinylated lectins GSL-II (B), ECL (C), or WFA (D), which recognize terminal GlcNAc, Gal, and GalNAc, respectively. A small amount of PNGase F-dependent binding of GSL-II is noted from brain, as well as a small amount of ECL binding insensitive to PNGase F, consistent with terminal GlcNAc on N-glycans and terminal Gal on O-glycans, and complements our glycomic results. No PNGase F-dependent WFA binding is observed, suggesting that N-glycans with terminal GalNAc, such as that found in the LacdiNAc structure, are uncommon. Non-specific binding of lectins to PNGase F is noted by an asterisk (\*) near 35 kDa. Protein blotting of brain lysate with each lectin has been repeated at least three times each with similar results. Source data are provided as a Source Data file.

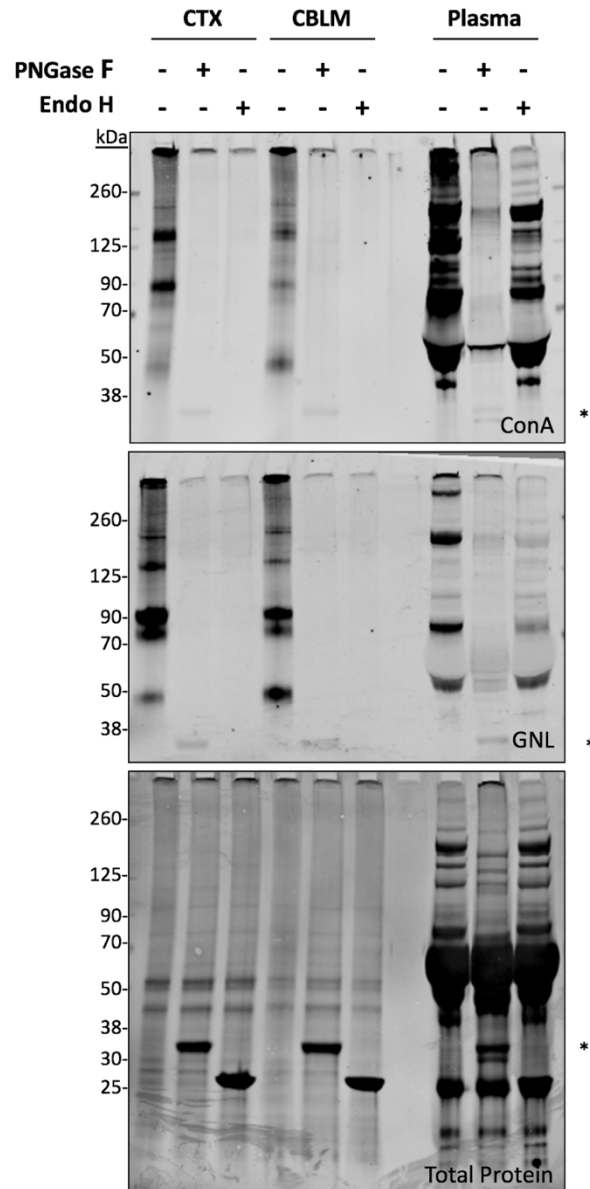

Supplementary Figure 5: Glycosidase sensitivity confirms the unique enrichment of high mannose/hybrid N-glycans in brain. Streptavidin-cleared lysate from mouse cortex (CTX) and cerebellum (CBLM), in addition to human plasma, were analyzed by lectin blotting with ConA and GNL before and after PNGase F and Endo H treatment. 15  $\mu$ g of brain protein lysate and 50  $\mu$ g of plasma protein was loaded in each lane, followed by incubation with primary biotinylated lectins and fluorescently labeled streptavidin secondary (LiCOR sAv-800 $\lambda$ ) and Total Protein stain. All ConA and GNL staining in CTX and CBLM was removed with either PNGase F (removes all N-glycans) or Endo H (removes only high mannose/hybrid N-glycans), confirming that the dominant N-glycan species in brain are high mannose/hybrid. In contrast, all plasma N-glycans were removed by PNGase F while many were insensitive to Endo H, consistent with a low relative abundance of high mannose/hybrid structures and more complex N-glycans. Non-specific binding of lectins to PNGase F is noted by an asterisk near 35 kDa (\*). Protein blotting of brain lysate with each lectin has been repeated at least three times each with similar results. Source data are provided as a Source Data file.

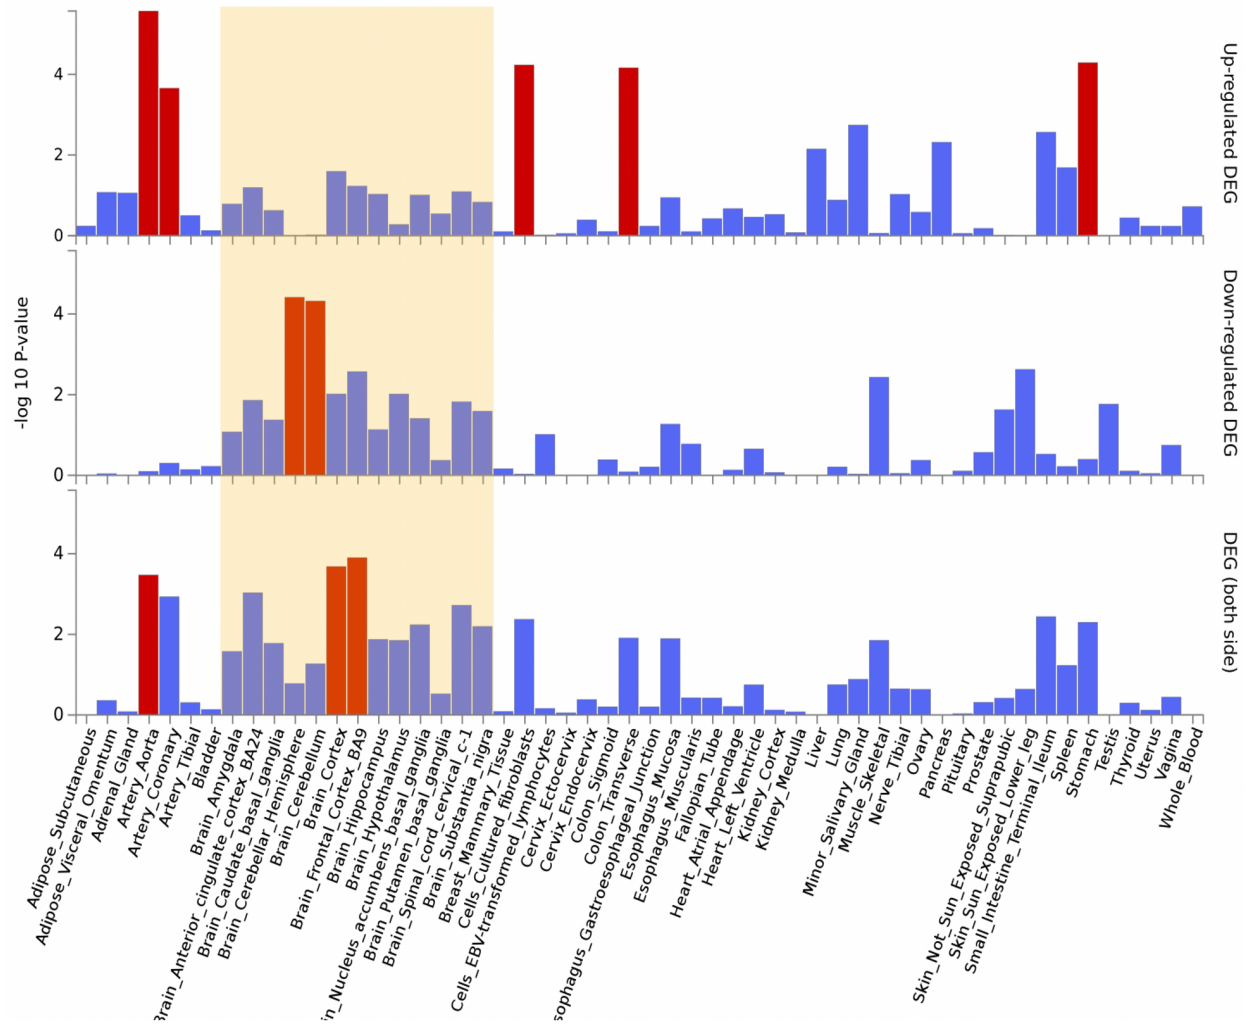

Supplementary Figure 6: FUMA analysis revealed similar pattern of glycosylation gene regulation across brain regions. Human tissue specific analysis shows some regional differences across 13 independent brain regions, but most show an overall pattern of downregulation, with significantly enriched DEG sets ( $P_{bon} < 0.05$  and absolute fold change  $\geq 0.58$ ) highlighted in red using a two-tailed t-test.

## Supplementary Tables

Supplementary Table 1. Brain protein O-glycan structure, name, mass, and characteristics.

Supplementary Table 2. Plasma protein N-glycan structure, name, mass, and characteristics.

Supplementary Table 3. Sex differences in classes of N-glycans.

Subgroup analysis of N-glycans between sexes revealed significantly increased fucosylation and reduced branching in female plasma, as well as a minor increase in sialylation and branching in the female cerebellum. The cortex trends similarly to the cerebellum, though the differences do not reach statistical significance. For plasma samples male=8, female=6. For brain samples male=6, female=4. *p*-values <0.05 using an unpaired two-tailed t-tests assuming unequal variance performed for sex comparisons of glycan categories shown in bold.

# Supplementary material for: Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues
**Source:** Nat Commun. 2022 Jan 12;13:275. doi: 10.1038/s41467-021-27781-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues**

Sarah E. Williams,<sup>1,2,3</sup> Maxence Noel,<sup>2</sup> Sylvain Lehoux,<sup>2</sup> Murat Cetinbas,<sup>4</sup> Ramnik J. Xavier,<sup>5,6</sup> Ruslan Sadreyev,<sup>4</sup> Edward M. Scolnick,<sup>1,6</sup> Jordan W. Smoller,<sup>1,6,7</sup> Richard D. Cummings,<sup>2,#</sup> and Robert G. Mealer<sup>1,2,6,7,#,\*</sup>

### **Description of Additional Supplementary Files**

#### **File Name: Supplementary Data 1**

**Description:** Individual protein glycan abundance across mouse brain regions. Data presented as mean percent abundance. For N-glycans, n=6 for each brain region. For O-glycans, CTX=3, HIP=2, STR=4, CBLM=4.

#### **File Name: Supplementary Data 2**

**Description:** Brain protein N-glycan structure, name, mass, and characteristics.

#### **File Name: Supplementary Data 3**

**Description:** Sex comparison of mouse protein N-glycan abundance in plasma, cortex, and cerebellum. For plasma samples male=8, female=6. For brain samples male=6, female=4. p-values <0.05 using an unpaired two-tailed t-tests assuming unequal variance performed for sex comparisons of individual glycans shown in bold.

#### **File Name: Supplementary Data 4**

**Description:** RNA expression levels of glycosylation genes detected in mouse cortex and cerebellum. EdgeR method was used for differential expression analysis of RNAseq data with gene cutoffs of 2-fold change in expression value and false discovery rates (FDR) below 0.05. \*Abbreviations: ID - Ensembl ID; CTX - Cortex; CBLM - Cerebellum; AVG - Average; SEM - Standard Error of the Mean; logFC - log Fold Change; logCPM - log Copies Per Million; FDR - False Discovery Rate.

#### **File Name: Supplementary Data 5**

**Description:** Human glycosylation-related genes included in FUMA analysis.

# Supplementary material for: Mammalian brain glycoproteins exhibit diminished glycan complexity compared to other tissues
**Source:** Nat Commun. 2022 Jan 12;13:275. doi: 10.1038/s41467-021-27781-9
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FlexControl v3.4

Data analysis Microsoft Excel v16.35, GraphPad Prism v8.4.2, FUMA GENE2FUNC Tool v1.3.6 RRID:SCR\_017521, FlexAnalysis v3.4, mMass v5.5.0, STAR aligner 20201, HTSEQ v0.11.2, EdgeR v3.28.1, Python v3.7.4, R v4.0.2, LiCOR Image Studio v5.2.5, GlycoWorkbench v2.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data generated in this study are included in this published article and its supplementary information files, and Source data are provided with this paper. The raw MS glycomics data generated in this study have been deposited in the GlycoPOST database under accession code GPST000213 [<https://glycopost.glycosmos.org/entry/GPST000213>] (wild-type and A391T mutant glycomics data). The RNAseq data generated in this study have been deposited in the NCBI's Gene Expression Omnibus under GEO Series accession number GSE184516 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184516>] (wild-type and A391T mutant RNAseq data). Human gene expression data is publicly available from the Genotype-Tissue Expression (GTEx) Portal, Version 8 [<https://gtexportal.org>]. Protocols for glycomics analysis are publicly available through the National Center for Functional Glycomics [[www.ncfg.hms.harvard.edu](http://www.ncfg.hms.harvard.edu)].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of samples analyzed was based on our related study of brain glycosylation in mice, where groups of ~4 wild-type vs mutant mice provided adequate power to detect even subtle differences between genotypes with minimal group variation (see Mealer et al, 2021 , <a href="https://www.biorxiv.org/content/10.1101/2020.12.22.424076v1">https://www.biorxiv.org/content/10.1101/2020.12.22.424076v1</a> ). In additional, consultation with Dr. Sadreyev regarding adequate sample size for RNAseq of clonal littermate mice was consistent with groups of 4. |
| Data exclusions | No data were excluded from the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Each experiment was performed with the number of samples as described above and included in the figure legends. For glycomics, positive control samples of previously purified glycans were included during MALDI-MS for quality control and to adjust for batch effects.                                                                                                                                                                                                                                                                                                |
| Randomization   | Randomization was not utilized in our study as we began with a defined number of animals (~6/group) and performed parallel analyses from the identical samples using multiple techniques. For example, one mouse brain would be separated into cortex and cerebellum during dissection and processed simultaneously with other samples for glycomics and RNA seq. Additional co-variables were not considered in our study design as all mice were litter mates on a clonal genetic background.                                                                          |
| Blinding        | MS Glycomics data collection was blinded for each sample within each batch from each region (cortex, cerebellum, etc.) using coded numbers. Analysis was completed after all data was obtained and unblinded using the code. RNAseq samples from each region were coded and processed blindly.                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse anti-actin antibody was purchased from Abcam (ab8226).<br>Goat anti-Mouse IgG IRDye 680RD was purchased from LiCOR (925-68070).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Validation      | Mouse anti-actin antibody validation is described on manufacturers website as "suitable for: ICC/IF, IHC-P, WB, Reacts with: Mouse, Rat, Human and Isotype: IgG1." ( <a href="https://www.abcam.com/beta-actin-antibody-mabcam-8226-loading-control-ab8226.html">https://www.abcam.com/beta-actin-antibody-mabcam-8226-loading-control-ab8226.html</a> ).<br><br>Goat anti-Mouse IgG IRDye 680RD Mouse antibody validation is described on manufacturers website ( <a href="https://www.licor.com/bio/reagents/irdye-680rd-goat-anti-mouse-igg-secondary-antibody">https://www.licor.com/bio/reagents/irdye-680rd-goat-anti-mouse-igg-secondary-antibody</a> ). "Isolation of specific antibodies was accomplished by affinity chromatography using pooled mouse IgG covalently linked to agarose. Based on ELISA and flow cytometry, this antibody reacts with the heavy and light chains of mouse IgG1, IgG2a, IgG2b, and IgG3, and with the light chains of mouse IgM and IgA. This antibody was tested by dot blot and and/or solid-phase adsorbed for minimal cross-reactivity with human, rabbit, goat, rat, and horse serum proteins, but may cross-react with immunoglobulins from other species. The conjugate has been specifically tested and qualified for Western blot and In-Cell Western™ assay applications." |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice from JAX labs from both sexes were used in this study and were 12 weeks old at the time of tissue harvest. Animals are housing in the MGH Center for Comparative Medicine (CCM) Animal Facility, with 12 hour light/dark cycles, controlled temperature of 68 - 79°F, and relative humidity of 30 - 70%. |
| Wild animals            | This study did not use wild animals                                                                                                                                                                                                                                                                                    |
| Field-collected samples | This study did not include samples collected in the field.                                                                                                                                                                                                                                                             |
| Ethics oversight        | All mice were housed and maintained in accordance with the guidelines established by the Animal Care and Use Committee at Massachusetts General Hospital under protocol #2003N000158.                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

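RNA of the cortex and the cerebellum was measured in 4 wild-type mice and in 4 mice with the A391T variant of *Slc39a8*, as 16 libraries with 1 library per region and mouse. The paper reports the wild-type libraries and gives an age of 12 weeks for its wild-type mice. The authors made polyA-selected directional libraries, mapped the reads with STAR to mm9 and counted them per Ensembl gene with HTSeq. The deposited counts are whole numbers without normalization, 1 set per library, counted without regard to strand. The authors also deposited RPKM values for the 16 libraries in 1 table with a gene length per gene. Each column of that table was checked to be proportional, after division by gene length, to the counts of 1 library. For 8 of the 16 columns, those of 4 mice, the name differs from that of the count file.

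The count files list 37583 genes, of which 27196 had a count in any library. Reads on no single gene stayed out of totals and tests. Of all entries of a count file, from 10.21% to 13.17% lay on no gene, from 2.20% to 2.75% were ambiguous between genes and from 8.41% to 12.09% were not uniquely aligned. Counts on genes had a median of 24488842 over the 16 libraries, of 25018868 in A391T cortex and of 23913896 in A391T cerebellum. The 10 genes with the most counts held from 2.52% to 3.23% of the counts. The spread between libraries of a group exceeded counting error, with a chi-square per degree of freedom from 3.08 to 74.5 between pairs of libraries.

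Counts were tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1, by the quasi-likelihood test after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. The standard error given with a log2 fold change is its size divided by the square root of the F statistic of the test. Cortex and cerebellum were compared within each genotype, A391T and wild-type mice within each region, and the interaction of region and genotype over all 16 libraries. On simulated counts with known changes, the test called 193 of 199 changed genes (97%) with 2 false calls for the region comparison, and 198 of 200 (99%) with 1 false call for the genotype comparison in cortex. Every simulated change was larger than the fold-change criterion, in genes that were not near 0 counts. Few genes were changed, in balanced directions. The percentages therefore give no power for changes near or under that criterion, nor for as many changed genes as the regions had. TPM was computed here from the deposited counts and the gene length of the RPKM table, with the same total in every library, and CPM from the counts with no division by length. Ratios of genes within a library were tested with exact sign-flip tests and regions with exact permutation tests that took libraries as independent. Correlations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Human values are those of the paper's source data. Coordinates and exon overlaps are those of the Ensembl annotation of NCBIM37.

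The genes named were chosen by a rule set before the data were examined, as were the main tests and most alternatives. The main test against human tissue was set for 23 genes of Fig. 7, and those without a mouse entry were left out. The tests chosen after the results were seen are named as such in the observations below. The rule takes every gene that the paper names in its text about RNA or in Fig. 7, and the 5 listed genes with the largest log2 fold change past both criteria in each direction. It also takes *Slc39a8*, up to 5 genes with an adjusted p-value under 0.05 in each genotype comparison, and listed genes whose call differs from Supplementary Data 4 or that the paper treats as not detected. The alternatives were the exact test of edgeR, DESeq2 1.42.0, RLE size factors, library totals, 2 other filters on low counts, all 16 libraries in one model, no fold-change criterion, a test against a 2-fold change, mouse as a replicate block, and each library left out in turn. For levels they were CPM, TPM rescaled by TMM factors, and the A391T mice. For the comparison with human tissue they were also a Pearson correlation on the log2 scale and only genes with at least 1 TPM. After the data were seen, 3 kinds of alternative were added. These include the library names of the RPKM table, alone and with the replicate block, and only the mice whose names match. The last kind set Fig. 7 genes without a mouse entry to 0, which keeps all 23 in the comparison with human tissue.

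The paper states that cortex and cerebellum came from the same animals. Deviations of the 2 regions of one wild-type mouse from their group means had correlations across genes from -0.14 to 0.20, with a median of 0.00, against -0.25 to 0.21 between regions of different mice. Marker lists for cortex, cerebellum, striatum, hippocampus, choroid plexus and blood were part of the design, and a list of 12 immediate early genes was written after the genotype comparisons were seen. No enrichment test was made on the glycosylation list.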

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

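The splits of libraries and the tests of regions exchanged, library size, carried tissue slopes and immediate early genes were chosen after the results were seen.

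A value far from the other 3 of its group, by Dixon's test for 4 samples, appeared in 4 of 48 groups, where about 1 in 20 is past that value by chance. In wild-type cerebellum mouse 4, *Fut10* had 11.93 TPM against 10.27 to 10.5 in the other mice, and *St6galnac6* had 109.6 TPM against 107.7 to 107.8. In wild-type cortex mouse 3, *Kl* had 3.231 TPM against 2.145 to 2.296. In wild-type cortex mouse 4, *Mgat5b* had 94.44 TPM against 114.8 to 118.6. This last library also stood apart over 14414 genes. Its log2 deviations from the other 3 libraries had a Spearman correlation of -0.43 with gene length, across genes that are not independent replicates, and of -0.17 with GC content. Its striatum and hippocampus markers deviated by medians of -0.33 and -0.23, under the size of 0.5 set for the test. The markers of a single library do not exclude another brain tissue, so a difference in the dissection stays open. A gene length bias may account for part of its deviation. Mice 2 and 3 had correlations of 0.42 and 0.31 with gene length, each against a set that holds mouse 4, so which libraries depart is not settled by these values. For A391T cerebellum mouse 1, the library with the widest deviations, the correlations were -0.24 with gene length and 0.12 with GC content, and neither reached the size of 0.3 set for the test. No biological explanation was tested for these single libraries.

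In the A391T mice, which the paper does not analyse, 67 of the 266 listed genes passed both criteria between the regions in edgeR's quasi-likelihood test. Of these, 63 were also called in the wild-type mice, all in the same direction, with 2 called in wild-type mice alone and 4 in A391T mice alone. The log2 fold changes of the 2 genotypes had a Pearson correlation of 0.982 across 266 genes, which are not independent replicates. Outside the list, 3890 of 15774 genes tested in the wild-type mice passed both criteria. In each comparison 1 of the 35 splits of the 8 libraries, the split by region, gave as many genes, for all genes, for the list, and for the list in A391T mice. The other 34 splits gave 0 genes. Of the 8 splits that part every pair of regions from one mouse, 1 gave as many. The cortex and cerebellum markers of each wild-type library deviated from the others of its group by a median of at most 0.40 in size, which argues against a library of one region named as the other. The median counts on genes of the wild-type regions had a ratio of 1.02, which argues against library size. The library names of the RPKM table exchange mice within a region only. The listed log2 fold changes had Spearman correlations of 0.05 with gene length and -0.08 with GC content. A difference between the tissues remains open as the biological explanation that the design names, as a hypothesis.

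The 10 choroid plexus markers were all higher in cerebellum, by a median log2 fold change of 4.00, which was 2.95 under the library names of the RPKM table. Of these genes, 5 had at least 1 TPM in cortex and 10 in cerebellum. *Kl* is on this list, and the other markers had a median of 4.04. In the libraries of wild-type mouse 3 and A391T mouse 4 the cerebellum had 26.74 and 28.67 TPM of *Ttr*, the others from 2316.4 to 7939.2 TPM, and *Kl* had 2.042 and 1.523 TPM there. Over the other 6 cerebellum libraries *Kl* and the other markers had a Pearson correlation of 0.94 (permutation p = 0.0097) and a Spearman correlation of 0.89 (permutation p = 0.033), and Pearson's was 0.84 without the 2 libraries farthest from the median. Adjustment over the 2 relations across libraries that were computed left these p-values at 0.0097 and 0.033. In the libraries low in *Ttr*, the 2.042 and 1.523 TPM of *Kl* lay under every wild-type cortex library, which ran from 2.145 to 3.231 TPM. No excess of *Kl* over wild-type cortex remained in these 2 libraries. Choroid plexus carried over with the cerebellum is a candidate explanation for the higher level of *Kl* in the others. The values argue against it for the other listed genes. Over 8 cerebellum libraries the other 22 genes higher in cerebellum had a median slope of 0.002 on the score of the markers, against 0.84 for the markers themselves, with 0 slopes over 0.5. The quartiles were -0.017 and 0.008, and the highest of these slopes was 0.08, for *Ovgp1*. The lowest slope of a marker was 0.18, so not every marker reached 0.5 either. For the 42 genes higher in cortex, the median slope on the striatum markers over 8 cortex libraries was -0.006 (quartiles -0.065 and 0.045), against 0.96 for those markers.

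For genotype calls, cortex had 1 of 15815 genes past both criteria, *Plin4*, with a log2 fold change of -1.76 (standard error 0.22, adjusted p = 0.05 after rounding, from edgeR's quasi-likelihood test). *Klf10* passed the adjusted p-value alone, at 0.74 (standard error 0.09). In cerebellum *Plin4* had -1.26 (standard error 0.30, adjusted p = 0.53 from the same edgeR test). No other split of the 8 cortex libraries gave a gene, so 1 of 35 did. The number of genes at an unadjusted p under 0.05 was 748, and 10 of 35 splits gave as many. For genotype calls, cerebellum had 0 of 15668 genes, with 1340 at an unadjusted p under 0.05, and 2 of 35 splits gave as many of the latter. The region by genotype interaction calls were 0 of 16589 genes, with 805 at an unadjusted p under 0.05, and 7 of 35 splits gave as many of the latter. All 35 splits reach a count of 0 by construction, so the number of calls tests nothing in these 2 comparisons. Under the library names of the RPKM table the log2 fold change in cortex was 0.00 for *Plin4* and 0.04 (standard error 0.23) for *Klf10*. The result for each gene therefore rests on names that the 2 sources give differently. The A391T variant stays open as an untested explanation.

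*Ggta1*, which the paper treats as not detected, had 2.475 TPM in cortex and 1.268 TPM in cerebellum, with counts in all 16 libraries. The share of its exon bases on another gene was 0.0%, which argues against reads of an overlapping gene as the source. Cells of another type in the tissue were not tested.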

How the results depend on the processing

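The number of listed genes past both criteria stayed within 1.5 times of 65 in every alternative that keeps the fold-change criterion, from 54 with at least 10 counts in every library, which tests fewer genes, to 66. The number over all genes ran from 2874 under that filter to 5098 with genes of at least 1 count. Without the fold-change criterion, 10875 of all genes, 187 listed genes and 177 listed genes in A391T mice passed, since that setting drops a criterion. Across the fits that each left out one library, the counts ran from 4005 to 4097 over all genes, from 64 to 66 for the list and from 66 to 69 for the list in A391T mice. Library totals in place of TMM normalization shifted the log2 fold changes of all genes by a median of 0.12, and the share of called genes higher in cerebellum was 49.6% with them and 42.6% without. With mouse as a replicate block under the names of the count files, 64 listed genes and 3958 of all genes passed, and the block changed the call of 1 listed gene, *Xylt1*, with a log2 fold change of -0.96. Under the names of the RPKM table the block also removed the call of *Kl*.

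The genotype comparisons depended on the setting. For genotype calls, cortex gave 2 genes without the fold-change criterion, 2 with the exact test of edgeR, 3 with DESeq2 and 2 with genes of at least 1 count. It gave 0 with RLE size factors, library totals, at least 10 counts in every library, all 16 libraries in one model, a test against a 2-fold change, and the library names of the RPKM table. At an unadjusted p under 0.05 these 6 settings gave 754, 731, 712, 618, 3 and 747 genes. With each library left out it ran from 0 to 2, with 2 without wild-type mouse 4, 1 without wild-type mouse 1 and 0 in the other 6 fits, which had from 528 to 1053 genes at an unadjusted p under 0.05. For genotype calls, cerebellum gave 8 with the exact test of edgeR, 11 with DESeq2, 1 with genes of at least 1 count, 2 with all 16 libraries in one model, and from 0 to 1 with each library left out, with 1 without A391T mouse 4 or wild-type mouse 4. The other 6 of these fits had from 707 to 1870 genes at an unadjusted p under 0.05. In the region by genotype interaction calls, each alternative run gave 0 genes, with from 478 to 1352 at an unadjusted p under 0.05 across the fits that left out a library and 1578 under the library names of the RPKM table. The log2 fold change of *Plin4* in cortex fell in size to 0.00 (standard error 0.47) under the library names of the RPKM table, which shows no direction. The cause was not tested.

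Leaving out gene length moved the levels by construction. In CPM, *Mgat3* exceeded the next gene 2.846-fold in cortex and 3.185-fold in cerebellum, and the lower of *Fut8* and *Fut9* exceeded *Fut11* 2.944-fold and 4.417-fold. *St3gal2* then ranked 1 in both regions, and *Ggta1* had 4.94 CPM in cortex and 2.47 CPM in cerebellum. In the A391T mice the 2 ratios in cerebellum were 1.633 and 1.356, and in 1 library *Fut9* lay under *Fut11*, with a ratio of 0.9272. *Ggta1* had 2.835 TPM in cortex and 1.092 TPM in cerebellum in these mice, 2.589 TPM in cortex after rescaling by TMM factors, and 2.677 TPM under the library names of the RPKM table. The cause was not tested. With each library left out, the rank of *St3gal2* in cortex ran from 2 to 3 and that of *St6galnac6* from 2 to 3, the pair changing places without mouse 4. With all 23 genes of Fig. 7, as the main test was first set, the correlation with human lung was 0.47 for cortex and 0.51 for cerebellum. Those between the same region of mouse and human rose too, to 0.873 and 0.798. This setting adds 3 genes at 0, a value chosen after seeing the data.

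Over 49 other results, 746 values were computed under alternatives, of which 673 kept their direction and side of the threshold or moved by less than 1 SD, 31 were weaker, 8 stronger and 33 moved. The remaining 1 is the value of 0.00 for *Plin4*. The exact test and the model with all 16 libraries were not run for the interaction, which already uses these libraries in one model. With 4 libraries per group, the exact tests of ratios could not give a p under 0.05. Only the mice with matching names were not used for the genotype comparisons and the interaction. At least 10 counts in every library gives no value for genes that this filter removes, such as *Chsy3* and *Chst9*.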

Differences from the paper's values

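The paper's values are log2 fold changes, cerebellum over cortex, from Supplementary Data 4. Of the 27 genes compared one by one, which are those named by rule, 11 had a value here that differed from the paper's by more than the standard error of the value here. That error measures spread between mice, and both sets of names share some mice, so it serves as a yardstick and not as a test. Over all 266 listed genes tested the number was 65, and 0 under the library names of the RPKM table, chosen after seeing the values. The paper's value was -0.98 for *Tmtc1* against -1.12 here, -4.74 against -5.20 for *Hs3st4*, -4.38 against -4.92 for *Chsy3* and -4.25 against -4.70 for *Hs3st2*. It was -3.85 against -4.17 for *St6gal2*, -3.59 against -3.98 for *Gcnt4* and 2.33 against 3.49 for *Kl*. For *Chst9* the paper's value was 2.18 against 2.67 here, for *Chst2* -1.05 against -0.98, for *Hs6st3* -0.76 against -1.5 and for *Sulf1* 0.90 against 1.21.

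None of the alternatives set before the data were examined closed the gap for *Hs3st4*, *Chsy3*, *Hs3st2*, *St6gal2*, *Gcnt4*, *Kl*, *Chst9* and *Sulf1*. For *Tmtc1* the gap closed with library totals, at -0.99, and in 4 fits that left out a library, without cortex mouse 2 or 3 or cerebellum mouse 1 or 2, from -1.09 to -1.04. For *Hs6st3* it closed without cortex mouse 2, at -1.10. For *Chst2* it closed with DESeq2, RLE size factors and at least 10 counts in every library, each at -1.00, with genes of at least 1 count and with all 16 libraries in one model, each at -0.98, and without cortex mouse 2, 3 or 4 or cerebellum mouse 1 or 3, from -1.01 to -0.98. The other alternatives set before the data were examined left these 3 gaps open. *Chst2*, which the paper calls and the values here do not, was called with RLE size factors, with at least 10 counts in every library, without cortex mouse 2 or 4 or cerebellum mouse 1, and without the fold-change criterion.

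The library names of the RPKM table, an alternative chosen after seeing the values, closed all 11 gaps, with -1.00 for *Tmtc1*, -4.75 for *Hs3st4*, -4.40 for *Chsy3*, -4.27 for *Hs3st2*, -3.86 for *St6gal2*, -3.60 for *Gcnt4*, 2.32 for *Kl*, 2.17 for *Chst9*, -1.06 for *Chst2*, -0.78 for *Hs6st3* and 0.88 for *Sulf1*. The same names with a replicate block, also chosen after seeing the values, closed them too and called *Chst2*. Only the mice with matching names, likewise chosen after seeing the values, called *Chst2* and closed those of *Tmtc1*, *Hs3st4*, *Chsy3*, *Gcnt4*, *Kl*, *Chst9*, *Chst2* and *Hs6st3*. Over the listed genes, the log2 fold changes deviated from the paper's by a median of 0.013 and at most 0.052 under the names of the table, and by a median of 0.058 and at most 1.165 under those of the count files. Under the names of the table the number of listed genes past both criteria was the paper's, 62, and *Chst2* was among them.

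The paper states that the transcript of *Ggta1* was not detected in the brain, and each of the 8 wild-type libraries had from 57 to 140 counts on it. The paper states that *Mgat3* was much higher than the branching enzymes. In TPM it exceeded *Mgat4b* by a factor of 1.65 in cortex and 1.85 in cerebellum. In CPM, the scale of the paper's values, the factors were 2.85 and 3.19 against the paper's 2.79 and 3.24, so on that scale they do not differ. The paper gives 269 glycosylation genes, and Supplementary Data 4 as used here holds 268 rows of genes.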

Other observations

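The test of overlapping exons for *Galnt2*, the tests of library names, of cortex tissue in cerebellum libraries and of immediate early genes, and the count of genes with the genotypes fully apart were chosen after the results were seen.

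*Cmah* (ENSMUSG00000016756), whose enzyme converts NeuAc to NeuGc, had from 0 to 7 counts in the wild-type cortex libraries, or 0.0381 ± 0.0451 TPM (SD, n = 4). In wild-type cerebellum it had from 5 to 7 counts, or 0.0842 ± 0.0148 TPM (SD, n = 4), against a limit of 3 counts that a count of 0 allows. *Galnt2* (ENSMUSG00000089704) had from 6 to 15 counts in the wild-type libraries, and another gene entry on the same strand covers 90.0% of its exon bases. Reads lost to that entry are a candidate explanation for its low count.

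Of the marker lists, the 7 cerebellum genes had a median log2 fold change of 7.64 and the 7 cortex genes of -7.63. The 8 striatum genes had a median of -4.05, the 6 hippocampus genes of -1.69 and the 5 blood genes of 0.05. At least 1 TPM was reached in cortex by 4 of the cerebellum genes, 7 of the cortex genes, 8 of the striatum genes, 6 of the hippocampus genes and 5 of the blood genes. In cerebellum the numbers were 7, 2, 6, 4 and 5. In A391T cortex mouse 3 the striatum markers lay below those of the other mice by a median of -1.78. *Xist* had 0.0207 TPM in cortex and 0.0193 TPM in cerebellum of the wild-type mice, and *Ddx3y* had 32.1 and 46.5 TPM.

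The 2 sources name 4 of the 8 mice differently. Among 81 genes within 10 Mb of *Slc39a8*, 1 gene had the genotypes fully apart in both regions under either set of names, and 3 of the 35 splits of the mice gave as many in both cases, so the 2 sets cannot be told apart by this test. Too few of these genes part the mice to decide. A stricter form of this test, tried first, found no gene near *Slc39a8* in any split. Over all genes, 45 had the genotypes fully apart in both regions under the names of the count files, and 1 of the 35 splits gave as many, with a median of 4 over the splits. Under the names of the RPKM table the number was 10, and 9 of the 35 splits gave as many. The names of the count files may be those that part the mice by a shared difference, which need not be the genotype. The genes highest in cortex had smaller log2 fold changes under the names of the table. Cortex tissue in the cerebellum library of A391T mouse 3, which is wild type in the table, was weighed as a source. Its cortex markers deviated from those of the other 3 A391T cerebellum libraries by a median of -0.28. Against the cerebellum libraries of wild-type mice 1 and 2, which A391T mice 3 and 4 replace in the table, the cortex markers differed by a median of -0.14, while the 5 listed genes highest in cortex were higher by a median of 0.67. For A391T mouse 3 alone these medians were -0.24 and 1.24, and for mouse 4 they were 0.06 and 0.52. Only 1 of the 7 cortex markers was higher in mouse 3, which argues against cortex tissue in that library. For mouse 4 the markers went both ways, with 4 of 7 higher, and for the pair 3 of 7 were higher, so cortex tissue in the library of mouse 4 stays open. The striatum markers of mouse 3 were higher by a median of 0.61 with 6 of 8 genes higher, so other forebrain tissue in that library stays open.

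Immediate early genes were among the genes with the smallest p-values between genotypes. The mean level of 12 such genes in cortex and in cerebellum of the same mouse had a Pearson correlation of 0.97 over 8 mice (exact permutation p = 0.00032, adjusted 0.00064 over the 2 relations across libraries). Spearman's correlation was 0.90 (exact permutation p = 0.0046, adjusted 0.0091), and Pearson's was 0.94 without the 2 mice farthest from the median. Neuronal activity of the single mouse at death is a candidate explanation. The difference between genotypes was 0.46 on the log2 scale in cortex (exact permutation p = 0.14) and 0.38 in cerebellum (exact permutation p = 0.17) under the names of the count files. Under those of the RPKM table it was -0.49 (exact permutation p = 0.11) and -0.58 (exact permutation p = 0.057). *Slc39a8* itself had a log2 fold change between genotypes of 0.17 in cortex and -0.03 in cerebellum, with adjusted p-values of 1 and 0.93 from edgeR's quasi-likelihood test. Under the names of the RPKM table it was 0.47 (standard error 0.13, unadjusted p = 0.0037, adjusted p = 0.88 from the same edgeR test) in cortex and 0.27 (standard error 0.10, unadjusted p = 0.026, adjusted p = 0.55 from that test) in cerebellum, so it passed in neither.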
